# Changes in the gene expression profiles of the brains of male European eels (*Anguilla anguilla*) during sexual maturation

**DOI:** 10.1186/1471-2164-15-799

**Published:** 2014-09-17

**Authors:** Allison M Churcher, Jose Martin Pujolar, Massimo Milan, Peter C Hubbard, Rute ST Martins, João L Saraiva, Mar Huertas, Luca Bargelloni, Tomaso Patarnello, Ilaria AM Marino, Lorenzo Zane, Adelino VM Canário

**Keywords:** Eel, Neuroendocrine, Brain, Gene expression, Reproduction, Microarray

## Abstract

**Background:**

The vertebrate brain plays a critical role in the regulation of sexual maturation and reproduction by integrating environmental information with developmental and endocrine status. The European eel *Anguilla anguilla* is an important species in which to better understand the neuroendocrine factors that control reproduction because it is an endangered species, has a complex life cycle that includes two extreme long distance migrations with both freshwater and seawater stages and because it occupies a key position within the teleost phylogeny. At present, mature eels have never been caught in the wild and little is known about most aspects of reproduction in *A. anguilla*. The goal of this study was to identify genes that may be involved in sexual maturation in experimentally matured eels. For this, we used microarrays to compare the gene expression profiles of sexually mature to immature males.

**Results:**

Using a false discovery rate of 0.05, a total of 1,497 differentially expressed genes were identified. Of this set, 991 were expressed at higher levels in brains (forebrain and midbrain) of mature males while 506 were expressed at lower levels relative to brains of immature males. The set of up-regulated genes includes genes involved in neuroendocrine processes, cell-cell signaling, neurogenesis and development. Interestingly, while genes involved in immune system function were down-regulated in the brains of mature males, changes in the expression levels of several receptors and channels were observed suggesting that some rewiring is occurring in the brain at sexual maturity.

**Conclusions:**

This study shows that the brains of eels undergo major changes at the molecular level at sexual maturity that may include re-organization at the cellular level. Here, we have defined a set of genes that help to understand the molecular mechanisms controlling reproduction in eels. Some of these genes have previously described functions while many others have roles that have yet to be characterized in a reproductive context. Since most of the genes examined here have orthologs in other vertebrates, the results of this study will contribute to the body of knowledge concerning reproduction in vertebrates as well as to an improved understanding of eel biology.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-799) contains supplementary material, which is available to authorized users.

## Background

Animal reproduction depends on the precise timing and coordination of behavioral and physiological processes. For successful reproduction to occur, animals need to reach the appropriate developmental stage, locate and attract mates and respond appropriately to reproductively relevant signals. The accuracy of each aspect of reproduction is essential to ensure that genetic material is passed on to the next generation.

A major function of the brain is to establish the appropriate developmental and endocrine status for reproduction, and then to co-ordinate this with aspects of behavior and sexual maturation. In vertebrates, this coordination is established through the hypothalamus and pituitary gland [1]. The pituitary gland secretes follicle-stimulating hormone (FSH) and luteinizing hormone (LH) which are gonadotropins that act on the gonads to induce sex steroid synthesis and promote gametogenesis. The pituitary gonadotropes are in the vicinity of neuron endings that release neuropeptides and neurotransmitters, such as gonadotropin releasing-hormone (GnRH) and dopamine, which stimulate and inhibit gonadotropin secretion respectively. Following gonadotropin release, sex steroids produced by gonad feedback to the brain and pituitary provide information about reproductive status [2, 3].

Brain and pituitary gene expression changes that are associated with reproduction have been observed in several teleosts. These include changes in the pattern of GnRH expression at maturation in masu salmon *Oncorhynchus masou* [4, 5], European sea bass *Dicentrarchus labrax* [6], red seabream *Pagrus major* [7], goldfish [8] and European eel *Anguilla anguilla* [9]. Changes in the expression levels of LHβ and FSHβ gene subunits have also been observed in the pituitary of several species, including European sea bass and European eel [9, 10]. Additionally, changes in the levels of kisspeptin system genes have also been observed in several teleosts [11, 12], as have changes in aromatase expression and activity [13, 14]. Many of these gene expression changes occur in areas of the brain that are associated with the detection and processing of sensory information.

Due to its complex life cycle and extreme long distance migrations, *A. anguilla* is an intriguing model in which to investigate reproduction related changes in the brain. The European eel is believed to spawn in a single location in the Sargasso Sea [15]. After spawning, larvae are transported by surface currents in the Gulf Stream to the shores of Europe and North Africa. When larvae reach the continental shelf, they undergo metamorphosis into glass eels that migrate into fresh, brackish and coastal waters as yellow eels. After a highly variable feeding period of 5–30 years, yellow eels metamorphose into silver eels that migrate from their widely dispersed foraging areas to the common spawning ground in the Sargasso Sea. This migration is approximately 5,000-6,000 km long. The changes that occur during metamorphosis into silver eels include an increase in eye size, a change in body coloration and a regression of the digestive system. Eels do not feed during the transatlantic adult migration and rely exclusively on fat content for energy. After reaching the spawning grounds in the Sargasso Sea, eels reproduce once then die shortly thereafter [15]. *A. anguilla* is also an important species to better understand the molecular aspects of reproduction because it is an endangered species, is of interest for aquaculture purposes and occupies a key position within the teleost phylogeny.

While much progress has been made over the last century, many aspects of eel reproduction remain poorly understood, including the physiological and molecular mechanisms responsible for sexual maturation and the coordination of reproductive events [16]. European eels are sexually immature when they start their migration across the Atlantic to the spawning grounds; it is not clear if they mature sexually during migration or after they arrive at Sargasso Sea. Maturation experiments through hormonal induction have shown dramatic changes at the physiological level (e.g. an increase gonad size, an increase in the production of sex steroids and other sex hormones, and the progression of gonadogenesis from the immature stage to the gamete producing stage) as well as changes in secondary sexual characteristics (e.g. darkened skin, increased ocular indices, and soft swollen abdomens). Final maturation in eels does not appear to be triggered by swimming alone and is likely influenced by exposure to environmental cues as the eels swim across the Atlantic [16]. In addition, reproductive pheromones are believed to have a role in the regulation of final maturation and reproduction in eels [17, 18]. If sexual maturation in *A. anguilla* is triggered by environmental signals, then signal detection is expected to occur through sensory pathways and signal processing is expected to occur in the brain before the neuroendocrine response is activated.

At present, mature adult eels have never been caught in the wild and eels do not mature in captivity without treatment with gonadotropic hormones. The inability to reach sexual maturation in captivity is due to a lack in sufficient pituitary gonadotropin production [19]. In eels, maturation is under double neuroendocrine control which occurs in some teleosts [2, 3] and which can be reversed by gonadotropic hormone treatments [9, 20, 21]. The dopaminergic inhibitory process leads to insufficient GnRH stimulation, and to the inhibition of pituitary gonadotropes FSH and LH, which exert direct and indirect control on gonad development by acting on steroid metabolism [3, 22].

The goal of the present gene profiling study was to identify changes in the brain that are involved in the coordination of reproductive events in the European eel, including those involved in neuroendocrine regulation of gametogenesis. More specifically, genes involved in sexual maturation and reproduction are expected to be expressed at higher levels in the brain of sexually mature males compared to immature males. Additionally, since the coordination of reproductive events is influenced by environmental cues that must be integrated with the physiological and developmental status of the animal, it is expected that changes at the molecular level occur in the areas associated with the processing of sensory signals (e.g. telencephalon, diencephalon and olfactory bulb).

## Results

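Gene expression was measured on 8 one-colour oligonucleotide arrays, each hybridized with Cy3-labelled RNA from a pool of 3 males. Equal amounts of RNA from the olfactory bulb, telencephalon and diencephalon/mesencephalon had been combined in each pool. 4 pools came from sexually mature males, which had received weekly injections of 2000 IU hCG/kg over 140 days, and 4 pools came from immature males that had received the vehicle. The authors deposited the Feature Extraction output of each array, with linear background-subtracted intensities, and a table of intensities that they had quantile normalized between the arrays without a log transformation. Each array carried 14913 eel probes with 1 spot each, for 13523 contigs. The number of eel probes well above background ranged from 9725 to 10582 (median 10248) on the immature arrays and from 9373 to 10471 (median 9914.5) on the mature arrays. The median background-subtracted intensity ranged from 33.5 to 51.0 on the immature arrays and from 42.7 to 49.5 on the mature arrays. No eel probe was saturated, and the number of arrays, 4 per group, limits the precision. All 8 arrays were on 1 slide and were read in 1 scan, with the immature pools in one row of the slide and the mature pools in the other. The row of the slide and the sexual stage therefore cannot be told apart. From the background-subtracted intensities, 12 spots with an outlier mark were set to missing, the arrays were quantile normalized and the values were log2 transformed. The 10130 probes well above background on at least 4 of the 8 arrays were tested with limma. A probe was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change was at least 1.5.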

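Between the 4 mature and the 4 immature pools, 836 of the 10130 tested probes were called, which belong to 829 contigs. In 808 of the called probes, all 4 values of one group lay above all 4 values of the other. Among all tested probes this was so for 2086, or 20.6%, where chance gives 2.86%. The same model fitted to the other splits of the 8 arrays into 4 and 4 called at most 4 probes. The count changed when a single pool was left out: it was 1517 without immature pool 1 and 123 without mature pool 2.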

Using a false discovery rate of 0.05, a total of 1,497 differentially expressed genes were identified. 

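Of the called probes, 531 were higher in the mature pools and 305 were lower, which belong to 528 and 301 contigs. The median fold change of the called probes was 1.85 among the higher ones and 1.80, as immature over mature, among the lower ones. Higher probes made up 63.5% of the calls. The counts were 831 higher and 686 lower without immature pool 1, and 100 and 23 without mature pool 2. With each array scaled to its 75th percentile in place of quantile normalization, 416 probes were called higher and 476 lower, so that higher probes made up 46.6% of the calls. The median tested probe moved by 0.02 (log2) between the groups after quantile normalization and by -0.06 after scaling to the 75th percentile.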

Of this set, 991 were expressed at higher levels in brains (forebrain and midbrain) of sexually mature males while 506 were expressed at lower levels relative to brains of sexually immature males. 

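Additional file 4, the authors' list of differentially expressed transcripts, gives a contig, a direction and a fold change for each probe. Its 1514 entries name 1497 contigs by direction, 991 higher and 506 lower. In the quantile-normalized intensities that the authors deposited, the ratio of the arithmetic mean of the mature arrays to that of the immature arrays was within 0.001 of the listed fold change for all 1514 entries. Of the listed probes, 1255 were well above background on at least 4 arrays, 1045 on all 8 arrays and 108 on none. The log2 fold change had the listed sign for 1253 of the 1255 tested probes (99.8%). For 777 of the listed contigs (51.9%), a probe was called in the listed direction, 515 higher and 262 lower, and without mature pool 2 this was so for 122. The list was drawn from these same arrays. A further 52 called probes are not in the list.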

When searched against the RefSeq proteins using BLASTX [23], these transcripts retrieved 732 and 389 unique sequences, respectively.

### Functional annotation using DAVID

To obtain a list of gene identifiers that could be used for the functional analysis of differentially expressed genes, the *A. anguilla* transcriptome assembly contigs that were used to design the microarray were used in a BLASTX search of SwissProt proteins. The result of this search revealed that 11,130 of the 13,523 transcripts had alignments with e-values of 0.01 or less in SwissProt. When the contigs without hits in SwissProt were searched against RefSeq proteins and then the nr database, alignments for additional 1,149 and 110 sequences were retrieved, respectively. Using this approach, sequence identifiers for a total of 12,389 contigs were retrieved. For the analyses with DAVID [24], only differentially expressed transcripts with BLAST alignment e-values of 0.001 or less were considered.

Functional annotation analysis with DAVID uncovered a number of significantly enriched terms within the list of up- and down-regulated genes (Additional file 1: Table S1). Figure 1 details the proportion of over-represented terms belonging to the following GO categories: Biological process, Cellular component and Molecular Function. For each of the three main GO categories, terms were assigned to subcategories.

**Figure 1:**
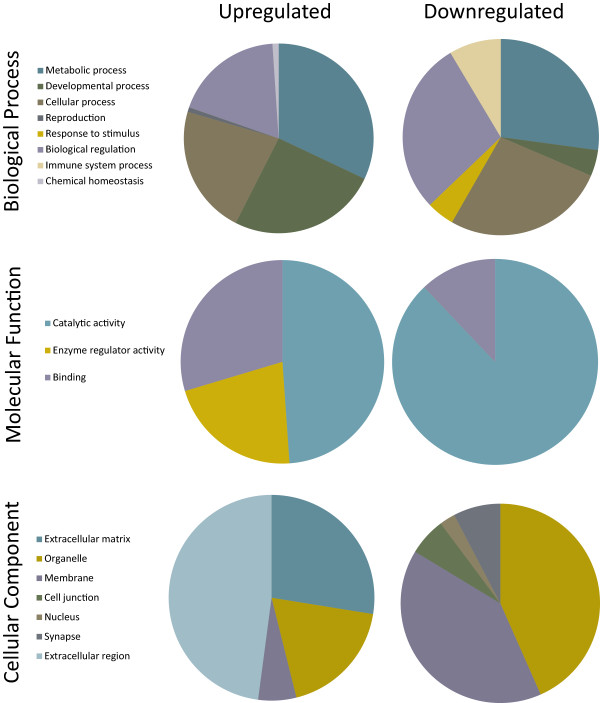
**Proportion of differentially expressed terms belonging to the GO categories Biological Process, Molecular Function and Cellular component.** Enriched terms from the lists of significantly up and down-regulated genes (q values of less than 0.05) were identified using DAVID. For each of the three main GO categories, terms were assigned to subcategories.

Cluster analysis with DAVID identified eight significantly enriched clusters of up-regulated genes and five significantly enriched clusters of down-regulated genes (Additional file 2: Table S2 and Additional file 3: Table S3). For this analysis, only clusters with EASE scores greater than or equal to 1.3 were considered. 

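Gene names were taken from the descriptions in Additional file 4, so that only listed contigs could be assigned to a set. The study drew that list and its directions from these same arrays, so that the direction counts of the sets are not independent evidence. Contigs that share a description were counted apart and may read the same gene. The word lists of all sets were written with Additional file 4 at hand and before the data were examined. The calcium set held 32 contigs whose descriptions name calmodulin, calcium-binding proteins, S100, parvalbumin or troponin C. Of these, 28 were listed as higher and 4 as lower. Of the 20 tested probes of this set, 12 were called higher in the mature pools and 2 lower, and 16 had a higher mean. The largest increases among them were those of parvalbumin isoform 1b, for which 2 probes were well above background on all 4 mature arrays and on no immature array, with levels at least 6.29-fold and 5.57-fold higher in the mature pools. The sequences of these 2 probes overlap almost entirely, so that they are not independent measurements. The number of calcium probes called higher was 2 without mature pool 1 and 2 without mature pool 2. The homeobox and development set held 21 contigs, 20 listed as higher and 1 as lower. Of its 19 tested probes, 10 were called higher and 1 was called lower. The probe of engrailed-2 had a log2 value of 8.63 ± 0.70 (SD, n = 4) in the mature pools and 5.67 ± 1.39 (SD, n = 4) in the immature pools, and its log2 fold change was 2.96 (standard error 0.66, adjusted p = 0.0324 from limma). The adjusted p of engrailed-2 was 0.0931 without mature pool 2. The called probe with the opposite direction was that of Dlx4b, with a log2 fold change of -1.07 (standard error 0.26, adjusted p = 0.0388 from limma), and its adjusted p was 0.0978 without mature pool 1. The number of probes of this set called higher was 5 without immature pool 2 or mature pool 1.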

Clusters of up-regulated genes include many that are involved in DNA binding, calcium singling and nervous system development and differentiation. Clusters of down-regulated genes include genes for RNA processing, immune system function and nucleotide binding.

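The RNA-processing set, defined by words such as splicing, RNA-binding and pre-mRNA in the descriptions, held 11 contigs with 12 tested probes. In the mature pools, 4 of these probes were called lower and 3 were called higher, and 7 had a lower mean. The largest called decrease was that of a transformer-2 alpha probe, with a log2 fold change of -1.08 (standard error 0.21, adjusted p = 0.023 from limma). The 3 probes called higher all matched the RNA-binding protein EIF1AD. No RNA-processing probe was called lower without mature pool 1, 2 or 3. The immune set held 45 contigs, 42 listed as lower and 3 as higher, and 35 of its probes were tested. In this set 20 probes were called lower by limma, and 33 had a lower mean. The number called lower was 3 without immature pool 2, mature pool 1 or mature pool 2. SAM called 31 immune probes lower.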

### Differential expression: keyword analysis

To identify specific sets of differentially expressed genes, the protein descriptions obtained from the BLASTX search of the eukaryotic proteins in RefSeq were used. In total, 12,269 out of 13,523 assembly contigs showed alignments with an e-value score of 0.01 or better in the RefSeq proteins. The complete list of differentially expressed genes can be found in Additional file 4: Table S1. 

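Of the neuroendocrine genes of Table 1, 60 could be paired with a contig through Additional file 4, 46 listed as higher and 14 as lower in mature males. The mean of the probe had the listed direction for all 60. The probes of 51 of these genes were well above background on at least 4 arrays and were tested. limma called 34, of which 27 were higher and 7 lower in the mature pools. With the p-values adjusted over the list alone, 48 passed both limits. In 45 of the 60 genes the values of the groups did not overlap, which chance gives for 2.86% of probes that were not chosen beforehand. The study chose the list on these samples, so that neither of these counts is independent evidence. 11 genes were called with every pool left out in turn, and only 12 were called without mature pool 2. SAM, the test named in the methods, called 48 of them. The fitted fold changes of the called genes ranged from 1.64 to 10.0 among the higher ones and, as immature over mature, from 1.52 to 1.88 among the lower ones. The largest among genes seen in both groups was that of type III iodothyronine deiodinase b (DIO3b), with a log2 value of 10.52 ± 0.11 (SD, n = 4) in the mature pools and 7.19 ± 0.38 (SD, n = 4) in the immature pools. The log2 fold change of DIO3b was 3.33 (standard error 0.19, adjusted p = 0.00022 from limma), and it stayed between 3.15 and 3.43 with each pool left out. Genes whose probe was well above background on no immature array but on all 4 mature arrays were neuropeptide B, stanniocalcin 1 (STC1) and IRX2. Neuropeptide B was at least 2.74-fold higher in the mature pools and STC1 at least 2.7-fold. Additional file 4 gives 2.57 for STC1, which is below this bound.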

Among this set, we identified 64 neuroendocrine genes that are differentially expressed in the brains of sexually mature male eels (Table 1).

**Table 1:** **Differentially expressed neuroendocrine genes in the brains of sexually mature and immature male eels**

Direction	Fold change	Description	Function	GI number
+	1.99	Calcium/calmodulin-dependent protein kinase kinase 2-like isoform X1	Calcium signaling	498924960
+	1.52	Calcium-binding protein 4	Calcium signaling	62901497
+	1.79	Calmodulin-like	Calcium signaling	499017111
+	2.25	Cocaine- and amphetamine-regulated transcript ch22 precursor	Feeding, neuroendocrine signaling, neuronal development	325652192
+	2.73	Cocaine- and amphetamine-regulated transcript protein	Feeding, neuroendocrine signaling, neuronal development	301610675
+	3.85	Cocaine- and amphetamine-regulated transcript protein-like	Feeding, neuroendocrine signaling, neuronal development	410898200
+	2.12	Collagen alpha-2(V) chain	Calcium, collagen	143811378
+	1.67	Corticotropin-releasing factor-binding protein precursor	Neuroendocrine signaling	51010999
+	4.4	C-type natriuretic peptide 1 precursor	Neuropeptide signaling, energy metabolism	317575753
+	4.35	C-type natriuretic peptide 1-like	Neuropeptide signaling, energy metabolism	348526229
+	2.51	C-type natriuretic peptide 3-like precursor	Neuropeptide signaling, energy metabolism	192455608
+	1.56	Developmentally-regulated GTP-binding protein 2-like isoform X1	Development	1706518
+	1.67	Fibroblast growth factor receptor 1	Regulation of development, differentiation and migration	120047
+	9.78	Galanin peptides-like isoform 1	Neuroendocrine signaling	348532269
+	3.75	Glutamate decarboxylase 1-like	Neurotransmitter biosynthesis (GABA synthesis)	348538615
+	2.03	Growth arrest-specific protein 1	Developmental protein	30923264
+	2.02	Heat shock 70 kDa protein-like	Chaperone	326665952
+	2.02	heat shock 70 kDa protein-like	Chaperone	2495346
+	1.9	High affinity cGMP-specific 3'',5''-cyclic phosphodiesterase 9A	GPCR signaling, neuronal processes	326670632
+	4.02	Homeobox protein HMX2	Neurogenesis and differentiation	27735196
+	2	Homeobox protein HMX2	Neurogenesis and differentiation	152032526
+	2.48	Homeobox protein SIX1	Developmental protein, transcription regulation	2495290
+	1.97	Immunoglobulin superfamily containing leucine-rich repeat protein 2 precursor	Neurogenesis and differentiation	61806620
+	5.28	Insulin gene enhancer protein ISL-3-like	Neuroendocrine signaling	348500124
+	4.62	Iroquois-class homeodomain protein irx-2	Neurogenesis and differentiation	82181198
+	2.11	Iroquois-class homeodomain protein IRX-3	Developmental protein, transcription regulation	47117874
+	4.89	Iroquois-class homeodomain protein irx-3	Neurogenesis and differentiation	82185674
+	5.5	Iroquois-class homeodomain protein IRX-3	Developmental protein, transcription regulation	262527548
+	1.54	Iroquois-class homeodomain protein IRX-5	Neurogenesis and differentiation	143811406
+	1.63	Mammalian ependymin-related protein 1 precursor	Cell matrix adhesion	50539892
+	1.63	Mammalian ependymin-related protein 1-like	Cell matrix adhesion	499037681
+	2.46	Membrane-associated progesterone receptor component 1	Neuroendocrine signaling	318102138
+	1.78	Metalloproteinase inhibitor 2	Protease inhibitor	267133
+	2.47	Natriuretic peptide precursor C-like protein precursor	Neuropeptide signaling	238624212
+	1.83	Neuroendocrine protein 7B2-like isoform 2	Neuropeptide signaling	292624780
+	2.14	Neurogenic differentiation factor 1	Neurogenesis and differentiation	82227588
+	6.39	Neuropeptide B-like	Feeding, neuroendocrine signaling, neuronal development	348536652
+	2.22	Neuropeptide Y-like	Feeding, Neuroendocrine signaling	327274623
+	1.68	Neuropeptide-like protein C4orf48 homolog precursor	Developmental protein	213510972
+	2.53	Prodynorphin precursor	Neuropeptide signaling	317574783
+	2.4	Protachykinin-1 precursor	Neuropeptide signaling	317575728
+	2.57	Stanniocalcin-1	Calcium signaling	505851525
+	2.67	Tachykinin 3a precursor	Neuropeptide signaling	373838776
+	1.64	Transcription factor HES-4	Retinogenesis, neurogenesis and differentiation	82202542
+	2.53	Transcription factor HES-5	Developmental protein, transcription regulation	3913838
+	2.29	Type I iodothyronine deiodinase	Thyroid hormone biosynthesis	348504600
+	5.03	Type III iodothyronine deiodinase a	Thyroid hormone biosynthesis	209954616
+	9.85	Type III iodothyronine deiodinase b	Thyroid hormone biosynthesis	209954618
+	1.51	Zinc finger protein ZIC 1	Neurogenesis and differentiation	82243612
+	1.9	Zinc finger protein ZIC 2-A	Neurogenesis and differentiation	223634664
-	0.59	Calcium/calmodulin-dependent protein kinase (CaM kinase) II alpha	Calcium signaling	154147642
-	0.62	Calcium/calmodulin-dependent protein kinase II inhibitor 2	Calcium signaling	223029393
-	0.65	Calmodulin	Calcium signaling	224004208
-	0.48	Cyclic AMP-dependent transcription factor ATF-3	Transcription regulation	41055726
-	0.42	Cytochrome P450 3A18	Hydroxylation of testosterone	21955148
-	0.66	G protein-coupled receptor kinase 4-like	GPCR signaling	292609536
-	0.58	Glutamate receptor subunit epsilon-2	Ion transport	190358411
-	0.51	Heat shock 90 kDa protein 1 beta isoform b	Chaperone	185136252
-	0.6	Heat shock protein HSP 90-beta-like	Chaperone	392356281
-	0.63	Insulin receptor substrate 2-B-like	Insulin signaling	348540607
-	0.27	Insulin receptor substrate 2-B-like	Insulin signaling	504156832
-	0.41	Interferon-induced transmembrane protein 5-like	Bone mineralization	432860359
-	0.61	Lipopolysaccharide-induced tumor necrosis factor-alpha factor homolog	Transcription regulation	348534997
-	0.64	Prodynorphin precursor	Neuropeptide signaling	213514964

Genes that have positive direction values were up-regulated in the brains of sexually mature male eels in comparison to sexually immature male eels while those that are negative were down-regulated in this group. Gene descriptions are based on BLASTX hits in RefSeq proteins. A false discovery rate of 0.05 was used to identify differentially expressed genes.

The results of the DAVID analysis suggest that some re-organization of signaling pathways in the brain occurs at sexual maturation. Therefore, it seemed likely that there would also be changes in the expression levels for genes that are involved directly in cell-cell communication such as receptors and channels. We therefore searched for up and down regulated channels and G protein-coupled receptors (GPCRs). 

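The probes of only 3 of the 7 GPCR genes of Table 2 were well above background on at least 4 arrays. limma called 2 of the 3, and SAM called all 3. All 7 probes had a mean in the listed direction, and the values of the mature and immature pools did not overlap for 4 of them. Chance gives this for 2.86% of probes that were not chosen beforehand, whereas the study chose these genes on the same samples. None of the 7 was called by limma without mature pool 2.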

Seven GPCRs were differentially expressed. Four of these belong to the Glutamate family of GPCRs [25], one belongs to the Rhodopsin-like family and two belong to the Secretin family (Table 2). One of the Glutamate family receptors, an extracellular calcium sensing receptor-like gene, was expressed at higher levels in the brains of sexually mature males. 

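The probe of the extracellular calcium sensing receptor-like gene was well above background on none of the 8 arrays, so that no fold change is given and the probe was not tested. Its log2 value was 2.19 ± 0.45 (SD, n = 4) in the mature pools and 1.50 ± 0.18 (SD, n = 4) in the immature pools, at the level of the background. The exact two-sided permutation test between the 4 mature and 4 immature pools gave p = 0.0571, where 0.0286 is the smallest p that 4 pools against 4 allow.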

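Among the Glutamate family receptors, the mGluR5 probe whose description comes from Oreochromis was well above background on all 8 arrays. Its log2 value was 6.35 ± 0.30 (SD, n = 4) in the mature pools and 7.11 ± 0.35 (SD, n = 4) in the immature pools. Its log2 fold change was -0.76 (standard error 0.21, adjusted p = 0.0566 from limma), which was not called, although all 4 mature values were lower than all 4 immature values. It was called when only probes well above background on all 8 arrays were tested and by SAM. The second mGluR5 probe was well above background on 2 of the 4 immature arrays and on no mature array, which gives a level at least 1.3-fold lower in the mature pools. The GPR148 probe was well above background on no array.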

The other three were expressed at lower levels in the brains of sexually mature males compared with sexually immature males. The receptor from the Rhodopsin-like GPCR family was the serotonin receptor (5-hydroxytryptamine receptor 1B) which was expressed at higher levels in the brains of sexually mature males than in immature males (Table 2). 

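The 5-hydroxytryptamine receptor 1B (HTR1B) probe was well above background on all 8 arrays. Its log2 fold change was 1.38 (standard error 0.35, adjusted p = 0.0449 from limma). The exact two-sided permutation test gave p = 0.0571. The adjusted p from limma rose to 0.103 without mature pool 1.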

The GPCR 64-like gene and the GPCR 125-like gene belong to the Secretin family and were expressed at higher levels in the brains of sexually mature males. Additionally, there were eleven differentially expressed channels (Table 2) seven of which were expressed at higher levels in the brains of sexually mature males in comparison to the brains of immature males.

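The GPCR 64-like probe was well above background on all 4 mature arrays and on no immature array. Its level was at least 3.61-fold higher in the mature pools, and the difference was called by limma (adjusted p = 0.0159). Without mature pool 2 the adjusted p was 0.0518. The GPR125-like probe was well above background on 1 of the 4 mature arrays and on no immature array, and it was not tested. No lower bound is given for its change, since most of its mature values were at the level of the background too. The values of the groups overlapped, with immature pool 2 at 3.12 and mature pool 1 at 2.80 (log2). The exact two-sided permutation test gave p = 0.0857.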

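For 10 of the 11 channel genes of Table 2, a probe was well above background on at least 4 arrays. limma called 7 of them, 3 higher and 4 lower in the mature pools, and 9 passed the same limits when adjusted over the list alone, which the study chose on these samples. In 10 of the 11 the mean had the listed direction, the exception being the sense-named probe of GABRD. With the antisense-named probe, the one in Additional file 4, 8 channels were called, 4 of them higher, and all 11 had the listed direction. The voltage-gated sodium channel type 4 probe had the largest log2 fold change among the tested channels, 1.67 (standard error 0.16, adjusted p = 0.00307 from limma). It was the only channel called with every pool left out in turn. 1 channel was called without immature pool 2 and 1 without mature pool 1, 2 or 3. With normexp background correction 4 channels were called, with scaling to the spike-in controls 2 and with the replicate number as a block 1. SAM called 9. The voltage-dependent anion channel VDAC1 was called (adjusted p = 0.0251 from limma, or 0.079 without mature pool 2), whereas the 2 probes of VDAC2 had adjusted p-values of 0.0534 and 0.0742 and were not called. The largest decrease was that of the partial sodium channel type 2 sequence, with a log2 fold change of -0.99 (standard error 0.22, adjusted p = 0.0322 from limma, or 0.0808 without mature pool 1).

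**Figure D1:**
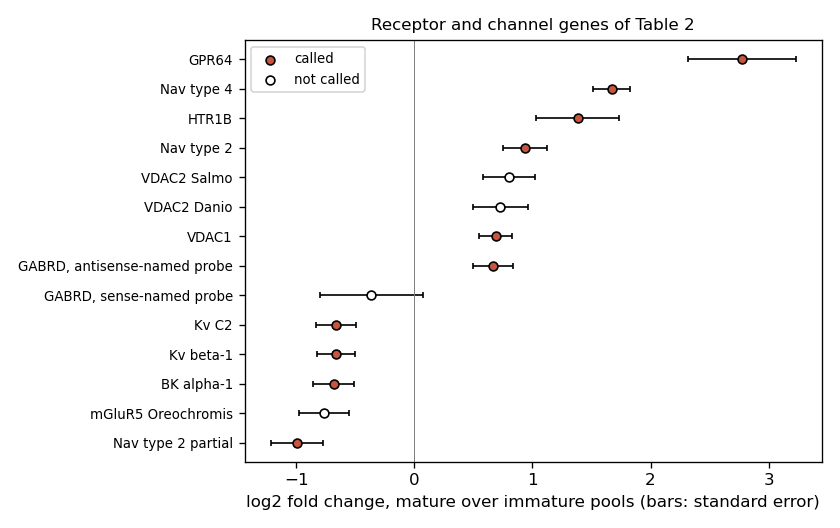
Log2 fold change of the tested receptor and channel probes of Table 2, mature over immature pools (4 pools each), with bars of 1 standard error from limma. Filled points are called probes, and GPR64, well above background on no immature array, is shown at its fitted value. The sodium channel type 4 lies at 1.67 and the partial sodium channel type 2 at -0.99, and the 2 probes of GABRD lie on opposite sides of 0.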

**Table 2:** **Differentially expressed GPCRs and channels in the brains of sexually mature male eels**

Direction	Fold change	Protein description	Type
+	1.66	Extracellular calcium-sensing receptor-like [Oreochromis niloticus]	GPCR (Glutamate)
+	2.07	5-hydroxytryptamine receptor 1B-like [Oryzias latipes]	GPCR (Rhodopsin)
+	6.15	G-protein coupled receptor 64-like [Maylandia zebra]	GPCR (Secretin)
+	2.37	Probable G-protein coupled receptor 125-like [Maylandia zebra]	GPCR (Secretin)
-	0.64	Probable G-protein coupled receptor 148-like [Oreochromis niloticus]	GPCR (Glutamate)
-	0.50	Metabotropic glutamate receptor 5-like [Danio rerio]	GPCR (Glutamate)
-	0.59	Metabotropic glutamate receptor 5-like [Oreochromis niloticus]	GPCR (Glutamate)
+	3.20	Sodium channel protein type 4 subunit alpha B-like [Maylandia zebra]	Channel
+	1.91	Sodium channel protein type 2 subunit alpha-like isoform 7 [Gallus gallus]	Channel
+	1.60	Voltage-dependent anion-selective channel protein 1 [Danio rerio]	Channel
+	1.74	Voltage-dependent anion-selective channel protein 2 [Salmo salar]	Channel
+	1.66	Voltage-dependent anion-selective channel protein 2 [Danio rerio]	Channel
+	1.60	Gamma-aminobutyric acid receptor subunit delta-like [Oreochromis niloticus]	Channel
+	5.68	Cyclic nucleotide-gated cation channel alpha-3-like [Danio rerio]	Channel
-	0.64	Potassium voltage-gated channel subfamily C member 2-like [Oreochromis niloticus]	Channel
-	0.63	Voltage-gated potassium channel subunit beta-1-like [Danio rerio]	Channel
-	0.62	Calcium-activated potassium channel subunit alpha-1-like [Xenopus tropicalis]	Channel
-	0.50	Sodium channel protein type 2 subunit alpha-like partial [Takifugu rubripes]	Channel

G protein-coupled receptors (GPCRs) were assigned to families based on the GRAFS classification system [25]. Genes that have positive direction values were up-regulated in the brains of sexually mature male eels in comparison to immature males while those that are negative were down-regulated in this group. Gene descriptions are based on BLASTX hits in RefSeq proteins. A false discovery rate of 0.05 was used to identify differentially expressed genes.

### Quantitative polymerase chain reaction

Eight differentially expressed genes were chosen for quantitative polymerase chain (qPCR) using the same RNA samples that were used for the microarray (Figure 2). This list includes: galanin peptide (GALP), glutamate decarboxylase 1 (GAD1), corticotropin releasing factor binding protein (CRFBP), C-type natriuretic peptide (CNP), gamma-aminobutyric acid receptor subunit δ (GABRD), neuropeptide Y (NPY), mammalian ependymin-related protein (MERP) and the iroquois-class homeodomain protein 2 (IRX2). 

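On the arrays, 7 of the 8 qPCR genes had a probe that was tested, and limma called 4 of them. This count rests on the sense-named probe of GABRD and on 1 of the 2 MERP contigs: it was 5 with either the antisense-named probe or the other contig, and 6 with both. The mean log2 fold change of the 7 genes was 1.53 (1.68 with the antisense-named probe), and it ranged from 1.43 to 1.70 between the 4 mature pools. With IRX2 at its lower bound, the mean was 1.48. Among the genes seen in both groups, the largest fold change was that of galanin, whose log2 value was 13.77 ± 0.96 (SD, n = 4) in the mature pools and 10.56 ± 0.63 (SD, n = 4) in the immature pools. Relative to the mean of the immature pools on the linear scale, galanin was 9.83 ± 5.03 (SD, n = 4) in the mature pools. Its log2 fold change was 3.21 (standard error 0.49, adjusted p = 0.0132 from limma). The C-type natriuretic peptide 1 probe (CNP1) had a log2 fold change of 2.13 (standard error 0.33, adjusted p = 0.0136 from limma) and was well above background on 3 of the 4 immature arrays. The IRX2 probe was well above background on no immature array, and its level was at least 6.77-fold higher in the mature pools. Additional file 4 gives 4.63 for IRX2, from the values normalized by the authors. This is below the bound, which is approximate and holds only for the values used here. As a ratio of arithmetic means IRX2 was at 8.61 here, whereas for CNP1 both sets of values gave 4.40. The cause of the difference for IRX2 was not tested. Galanin, CNP1 and IRX2 were called with every pool left out in turn, unlike NPY, which was the fourth called gene. The fit to background-corrected values by normexp gave a mean log2 fold change of 0.62. The qPCR measurements were not analysed here.

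**Figure D2:**
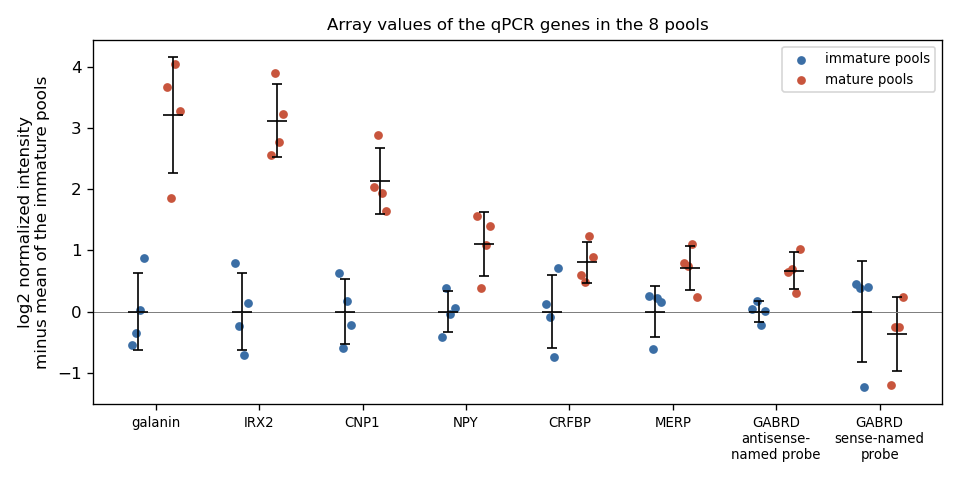
Log2 normalized array intensity of each pool, relative to the mean of the 4 immature pools, for the qPCR genes with a tested probe; bars show the mean and SD of 4 pools, and the immature values of IRX2 are not well above background. The mature pools of galanin lie 3.21 above the immature pools on average, and the sense-named and antisense-named probes of GABRD differ in direction.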

The TATA box binding protein (TBP) and elongation factor 1-alpha 1 (EEF1A1) were used as controls.

**Figure 2:**
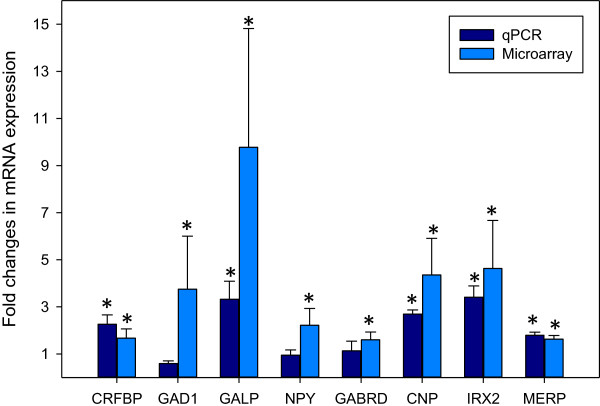
**Comparison of qPCR results with the microarray results for eight differentially expressed genes.** The expression levels for eight differentially expressed genes were determined by quantitative polymerase chain reaction (qPCR) with the same RNA pools that were used for the microarray. These include the following differentially expressed genes: galanin peptide (GALP), glutamate decarboxylase 1 (GAD1), corticotropin releasing factor binding protein (CRFBP), C-type natriuretic peptide (CNP), gamma-aminobutyric acid receptor subunit δ (GABRD), neuropeptide Y (NPY), mammalian ependymin-related protein (MERP) and the iroquois-class homeodomain protein 2 (IRX2). Bars represent mean fold changes, error bars represent standard deviations and * represents significant (P < 0.05) increases in the level of expression in the brains of sexually mature male eels in comparison to immature male eels.

To verify that the fold changes observed in the microarray experiments correlated with the fold changes observed in the qPCR experiments, Spearman’s rank order correlation was used. The results of this test indicate a positive relationship exists between the fold changes observed in the microarray and qPCR experiments (n = 24, r = 0.511, p = 0.011). The qPCR expression levels between immature and mature samples were further evaluated using Student's t-tests. GALP, CRFPB, CNP, MERP and IRX2 were expressed at significantly higher levels in the brains of mature males compared with mature (P < 0.05) while the differences in expression of NPY, GAD1 and GABDR were below the statistical significance level.

## Discussion

This study shows that major changes in the gene expression profiles occur in the brains of male European eels at sexual maturity. This shift includes an increase in the expression levels of genes involved in cell signaling, including receptor and channels, as well as genes involved in development and differentiation. 

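Among the 18 genes of Table 2, 5 were called higher in the mature pools and 4 were called lower, and only 1 was called without mature pool 2. With the antisense-named probe of GABRD, the one in Additional file 4, 6 were called higher.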

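Of the 22 contigs whose descriptions name neuropeptides or related secretory proteins, all with a tested probe, 17 were called higher in the mature pools and 1, secretogranin-3-like, was called lower. Additional file 4, drawn from these same arrays, lists 20 of the 22 as higher and 2 as lower. The 3 listed transcripts of cocaine- and amphetamine-regulated transcript (CART) were all called higher. Their log2 fold changes were 1.91, 1.42 and 1.24. The first was called with every pool left out in turn, whereas the second had an adjusted p of 0.104 from limma without immature pool 3 and the third of 0.0814 without immature pool 2. Prodynorphin is named by 3 contigs. The probe of the first had a log2 fold change of 1.92 (standard error 0.25, adjusted p = 0.00764 from limma), was well above background on 1 of the 4 immature arrays and on all 4 mature arrays, and was called with every pool left out in turn. The probe of the second was higher, with a log2 fold change of 1.39 (standard error 0.25), and the adjusted p from limma was 0.0193, or 0.0604 without mature pool 1. The third had a log2 fold change of -0.65 (standard error 0.21, adjusted p = 0.0759 from limma), which was not called. The number of neuropeptide probes called higher was 7 without mature pool 2.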

Several neuroendocrine genes were also expressed at higher levels in the brains of mature males in comparison to the brains of immature males. These genes are likely involved in gonadal maturation and development and act through the brain-pituitary-gonad axis. 

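The immune genes called lower in the mature pools included 3 probes of the MHC class II integral membrane alpha chain, with log2 fold changes of -2.38, -2.34 and -2.05. Their adjusted p-values from limma rose to as much as 0.0814, for the third, without mature pool 2. The probe of an MHC class II beta chain had a log2 value of 5.78 ± 0.05 (SD, n = 4) in the mature pools and 7.42 ± 0.93 (SD, n = 4) in the immature pools, and its log2 fold change was -1.64 (standard error 0.40, adjusted p = 0.0407 from limma). The largest decreases in the set, for tested probes, were those of a T-cell receptor beta chain-like probe, with a log2 fold change of -3.06 (standard error 0.29, adjusted p = 0.00308 from limma), and of a CD209 antigen-like probe, with -3.06 (standard error 0.41, adjusted p = 0.00954 from limma). They were well above background on 2 and 3 of the 4 mature arrays and were called with every pool left out in turn. 1 of the 5 tested MHC class I alpha chain probes had a higher mean in the mature pools and was not called. The adjusted p of the beta chain was 0.102 without mature pool 2.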

Genes involved in immune system function were down-regulated in the brains of sexually mature males, suggesting that a re-allocation of resources occurs at this stage. Interestingly, the expression levels of several receptors and channels change at sexual maturity suggesting that some neuronal rewiring occurs at this stage.

More transcripts for neuropeptide Y (NPY) were observed in the brains of mature male eels in comparison to immature males. 

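The NPY probe had a log2 value of 7.90 ± 0.52 (SD, n = 4) in the mature pools and 6.79 ± 0.33 (SD, n = 4) in the immature pools and was well above background on all 8 arrays. For NPY the log2 fold change was 1.11 (standard error 0.27, adjusted p = 0.0419 from limma). The values of the groups overlapped, and the exact two-sided permutation test gave p = 0.0571. The call was kept with 1 of the 8 pools left out and lost with each of the 7 others, and the adjusted p reached 0.104 without mature pool 1.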

NPY is a short peptide whose expression pattern has been described in the brains of several teleosts. For example, in goldfish, NPY expression has been detected in the forebrain including the telencephalon, preoptic area, the olfactory bulb and thalamic regions [26]. In the Japanese eel *Anguilla japonica*, NPY is highly expressed in the telencephalon, optic tectum thalamus and hypothalamus [27]. NPY stimulates LH release in fish [28], has a role in growth hormone (GH) and gonadotropin hormone (GTH) secretion [29–31] and may coordinate growth, feeding and reproduction in fish [2]. In goldfish, fasting and exposure to sex steroids increases NPY mRNA levels in the brain [32, 33]. Furthermore, the NPY response in goldfish depends on reproductive status [34]. Food deprivation in *A. japonica* also causes increases of NPY mRNA levels in the brain [27]. Changes in feeding behavior and regulation of energy expenditure are expected to accompany the maturation process in fish, particularly in species such as *A. anguilla* that allocate a lot of resources to reproduction [35]. Since the European eel does not feed at sexual maturity, it is possible that increased levels of NPY are related to nutritional and developmental status.

Genes involved in gamma-aminobutyric acid (GABA) signaling were also expressed at higher levels in the brains of mature males. For example, glutamate decarboxylase 1 (GAD1), an enzyme involved in the production of GABA from L-glutamic acid, was more abundant in the brains of sexually mature than immature males. 

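The GAD1 probe was well above background on none of the 8 arrays. It was not tested, and no fold change is given for it. Its log2 values were higher in all 4 mature pools than in all 4 immature pools (exact two-sided permutation test, p = 0.0286), at levels of 3.13 ± 0.94 (SD, n = 4) in the mature pools and 1.44 ± 0.17 (SD, n = 4) in the immature pools. A second contig described as GAD1 in Additional file 4 was likewise well above background on no array. The sequences of the 2 GAD1 probes overlap almost entirely, so that they are not independent measurements.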

GABA is a neurotransmitter involved in the control of pituitary hormone secretion in teleosts [36]. GABA has a stimulatory effect on LH by enhancing GnRH release and inhibiting dopamine turnover [2, 37]. The GABA A receptor subunit δ (GABRD) was expressed at a higher level in the brains of sexually mature male eels than in immature males. 

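The contig of GABRD carries 2 probes, one named as sense and one as antisense, whose sequences overlap by 22 bases on opposite strands. Which of the strands is the coding one was not analysed here. Both were well above background on all 8 arrays. The sense-named probe had a log2 value of 7.21 ± 0.60 (SD, n = 4) in the mature pools and 7.58 ± 0.83 (SD, n = 4) in the immature pools. This probe had a log2 fold change of -0.36 (standard error 0.44, adjusted p = 0.584 from limma). The antisense-named probe had a log2 value of 5.20 ± 0.30 (SD, n = 4) in the mature pools and 4.53 ± 0.16 (SD, n = 4) in the immature pools and was called, with a log2 fold change of 0.67 (standard error 0.17, adjusted p = 0.0461 from limma). Its adjusted p rose to 0.117 without mature pool 2. The fold change in Additional file 4 is that of the antisense-named probe.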

GABA A receptors are hetero-pentamer ligand gated channels that are gated by GABA binding. It appears that different combinations of receptor subunits may confer functional specificity [38]. In goldfish, four GABA A subunits (α 1, β 4, γ 1 and 2) were expressed at higher levels in the brains of sexually mature females [39]. Similarly, the GABA A receptor γ 2 subunit was expressed at higher levels in the brains of goldfish exposed to prostaglandin-F_2α_ (PGF_2α_) than in controls [40]. In the current study, the δ subunit was up-regulated in sexually mature males; this is intriguing given that the δ subunit appears to be involved in neurosteroid modulation of the GABA A receptor [41].

In the brains of sexually mature males, the 5-hydroxytryptamine (serotonin) receptor 1B was expressed at a higher level than in immature males. 

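The log2 value of the 5-hydroxytryptamine receptor 1B probe was 5.70 ± 0.33 (SD, n = 4) in the mature pools and 4.32 ± 0.74 (SD, n = 4) in the immature pools. Left out in turn, the single pools moved its log2 fold change between 1.13 and 1.69.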

The brain serotonergic system is one of the mechanisms used to cope with the dramatic changes during maturation. This system plays an important role in a complex neuroendocrine loop that functions in homeostasis and acclimation during physiological or environmental challenges [42, 43].

Corticotropin releasing factor binding protein (CRFBP) was also expressed at a higher level in the brains of mature males than in immature males. 

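The CRFBP probe had a log2 value of 5.96 ± 0.33 (SD, n = 4) in the mature pools and 5.16 ± 0.60 (SD, n = 4) in the immature pools. For CRFBP the log2 fold change was 0.80 (standard error 0.30, adjusted p = 0.109 from limma), which was not called. The exact two-sided permutation test gave p = 0.0857. SAM called the difference.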

CRFBP has an inhibitory role on CRF which is a regulator of stress responses [44]. In fish, acute stress results in an increase in CRFBP expression in the hypothalamus [45]. For European eels, reproduction is a stressful event because the spawning migration journey is very long (5,000-6,000 km). In addition, it is presumably challenging for both sexes to coordinate the temporal and spatial aspects of spawning in the vast Sargasso Sea which is 1,000 km wide and 3,000 km long. At the mature stage, European eels are likely to reduce their threshold for assessing risks and threats since they have a single opportunity to reproduce. Therefore the observed increases in CRFBP may be part of the stress response and of changes in behavior that are associated with reproduction.

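2 contigs are described as mammalian ependymin-related protein (MERP) in Additional file 4 with nearly the same fold change. The first probe had a log2 fold change of 0.72 (standard error 0.25, adjusted p = 0.0917 from limma) and was not called. It was well above background on 3 of the 4 immature arrays and on all 4 mature arrays, and SAM called it. The other probe had a log2 value of 8.35 ± 0.14 (SD, n = 4) in the mature pools and 7.64 ± 0.25 (SD, n = 4) in the immature pools. Its log2 fold change was 0.71 (standard error 0.15, adjusted p = 0.028 from limma), which was called. Without mature pool 2 its adjusted p was 0.0834.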

An increase in the levels of mammalian ependymin-related protein (MERP) in the brains of mature males was observed. MERPs belong to a phylogenetically diverse clade that is related to ependymins [46] which are glycoproteins that are found in abundance in the cerebrospinal fluid of fish. Ependymins are involved in synaptic changes during memory consolidation and regeneration of the optic nerve [47–49]. Changes in the levels of ependymin-II expression have been observed in the hypothalamus in goldfish at breeding season [39] and in the telencephalon following exposure to a female pheromone [40].

Several genes involved in calmodulin (CALM) signaling were differentially expressed in the brains of sexually mature males (Table 1). For example, CALM is involved in calcium signaling and nervous system function including memory consolidation [50] and was up-regulated in the brains of sexually mature male eels. 

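The calmodulin-like probe of Table 1 had a log2 value of 14.80 ± 0.18 (SD, n = 4) in the mature pools and 13.97 ± 0.20 (SD, n = 4) in the immature pools, and its log2 fold change was 0.84 (standard error 0.14, adjusted p = 0.0181 from limma). The adjusted p reached 0.0585 without mature pool 2. 4 further calmodulin-like contigs of Additional file 4 were called higher, with log2 fold changes of 0.94, 0.80, 0.73 and 0.69. None of these 4 calls was kept with every pool left out in turn, and their highest adjusted p was 0.095, without mature pool 2. The contig that Table 1 lists as calmodulin with a lower level had a log2 fold change of -0.62 (standard error 0.19, adjusted p = 0.0713 from limma) and was not called. The best protein match given for this contig in Additional file 4 is from a diatom. Among the kinases, CAMKK2 was called higher, with a log2 fold change of 0.98, and CaMKII alpha was called lower, with -0.74. Without mature pool 2 their adjusted p-values from limma were 0.0965 and 0.107.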

In goldfish, CALM levels also change with reproductive status. During breeding season, CALM and calcium/calmodulin-dependant protein kinase 2 (CaMK2) levels are highest in the hypothalamus in female goldfish [39] and CALM levels are highest in the telencephalon of males following exposure to PGF_2α_ [40]. Sexual maturation alters the eel’s internal state and changes in the way the animal relates to its environment. In the European eel, the memory circuitry is expected to be important for reproduction due to the long migration across the Atlantic to the Sargasso Sea. Though CaM signaling genes are likely involved in many processes in the brains of mature eels, it is possible that the changes observed here are also related to memory.

The microarray results showed a high positive correlation with those obtained in selected genes by qPCR thus providing a global validation of the microarray results. 

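On the arrays, the signals of NPY, GAD1 and GABRD differed in how far they stood from the background. The probes of NPY and GABRD were well above background on all 8 arrays, and that of GAD1 on none of them. In the mature pools, the linear fold change over the mean of the immature pools ranged from 1.28 to 2.91 for NPY. For the antisense-named probe of GABRD it ranged from 1.22 to 2.03, and for the sense-named probe of GABRD from 0.396 to 1.07.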

NPY, GAD1 and GABDR did not seem to follow the same pattern; this could be related to the low expression levels of these genes (and the associated higher error rate of measurement) or to the existence of alternative transcripts that are differentially detected by the two methods. However, these possibilities were not further investigated.

Recent studies in fish show that specific cells in the brain respond to light and exert neuroendocrine control of testis development [51, 52]. In *A. anguilla*, behavioral evidence indicates that photoreceptor sites that are independent of the pineal exist in the brain [53]. Eels become more sexually mature after months of migration in deep waters while only surfacing at night. In *A. anguilla*, spawning is believed to occur in the top 200 meters [16] where there is more light than in deeper water. 

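The set of photosignal and visual genes held 16 contigs of Additional file 4, of which 11 had a tested probe. That list, drawn from these same arrays, gives 15 of the 16 as higher and 1 as lower. In the mature pools 7 probes were called higher by limma. Of these 7 probes, 6 matched retinol-binding proteins, and the other matched a rhodopsin-like gene. The rhodopsin-like probe was well above background on 1 immature array and on 3 mature arrays, with a log2 fold change of 2.69 (standard error 0.71, adjusted p = 0.0493 from limma). The adjusted p of this probe was 0.126 without mature pool 2. One retinol-binding protein 2 probe had a log2 value of 10.73 ± 0.27 (SD, n = 4) in the mature pools and 8.84 ± 0.53 (SD, n = 4) in the immature pools. This probe rose by a log2 fold change of 1.90 (standard error 0.26, adjusted p = 0.0101 from limma). A gamma-crystallin M3-like probe had a lower mean in the mature pools, with a log2 fold change of -1.49 (standard error 0.40, adjusted p = 0.0521 from limma), and was not called.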

The results of the current study show that several genes with roles in photosignal transduction and visual system development were up-regulated in the brains of mature males. This list includes retinal rod rhodopsin-sensitive cGMP 3' 5'-cyclic phosphodiesterase subunit γ and cyclic nucleotide-gated cation channel α-3 which is involved in olfactory and visual signal transduction. It also includes the calcium binding protein 4, which has an important role in synaptic function in photoreceptor cells [54] and the iroquois-class homeodomain protein (IRX5). 

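The probe of the rod cGMP phosphodiesterase subunit γ (PDE6G) had a log2 value of 5.26 ± 0.34 (SD, n = 4) in the mature pools and 4.49 ± 0.36 (SD, n = 4) in the immature pools. In PDE6G the log2 fold change was 0.76 (standard error 0.23, adjusted p = 0.0654 from limma), which was not called, although the values of the groups did not overlap (exact two-sided permutation test, p = 0.0286). SAM called it. The probe of the cyclic nucleotide-gated channel α-3 (CNGA3) was well above background on 2 of the 4 mature arrays and on no immature array, and was not tested. Its level was at least 2.04-fold higher in the mature pools. It was called when every probe was tested.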

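The probe of calcium binding protein 4 (CABP4) was well above background on 1 of the 4 immature arrays and on 2 of the 4 mature arrays, and was not tested. Its log2 value was 3.43 ± 0.76 (SD, n = 4) in the mature pools and 3.23 ± 0.62 (SD, n = 4) in the immature pools, and the exact two-sided permutation test gave p = 0.686. Additional file 4 describes 2 contigs as IRX5. One had a log2 fold change of 0.62 (standard error 0.22, adjusted p = 0.101 from limma), which was not called by limma but was called by SAM. The other had a log2 value of 7.14 ± 0.47 (SD, n = 4) in the mature pools and 4.78 ± 0.57 (SD, n = 4) in the immature pools and was called, with a log2 fold change of 2.37 (standard error 0.32, adjusted p = 0.00965 from limma). It was called with every pool left out in turn.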

IRX5 is a transcription factor that is involved in cone cell differentiation and retinal, craniofacial and gonad development [55, 56]. The transcription factor HES4 was also up-regulated in the brains of sexually mature males. HES4 belongs to a family of genes that have roles in cell differentiation and has a role in retina development [57]. While it is possible that these genes have other roles in the brains of mature males, an intriguing avenue for future research would be to determine whether there is a link between neurohormone systems, gonad development and photoreceptors in the brains of *A. anguilla* like there is in masu salmon [52].

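Genes of Table 1 with roles in neurogenesis and development that limma called higher in the mature pools included IRX3, with a log2 fold change of 2.25 (standard error 0.27, adjusted p = 0.00562 from limma). HES-5 had a log2 fold change of 1.33 (standard error 0.16, adjusted p = 0.00538 from limma). Both were called with every pool left out in turn. One HMX2 probe was well above background on 1 of the 4 immature arrays and on all 4 mature arrays, with a log2 fold change of 2.03 (standard error 0.23, adjusted p = 0.0048 from limma). NeuroD1 and ZIC2-A were higher on average, with log2 fold changes of 1.10 and 0.95, but were not called (adjusted p = 0.0556 and 0.0597 from limma). Both were called by SAM and without immature pool 1. The probe of ISL-3 was well above background on 1 of the 4 mature arrays and on no immature array, and was not tested.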

Several genes involved in neurogenesis, cellular differentiation and development were up-regulated in the brain of sexually mature males (Additional file 1: Table S1). This set includes genes from the GO categories such as GO:0050767 (regulation of neurogenesis), GO:0007411 (axon guidance), GO:0045664 (regulation of neuron differentiation) and GO:0007423 (sensory organ development). In addition, many differentially expressed ion channels and GPCRs were differentially expressed (Table 2) which suggests that some re-organization and/or re-growth occurs at maturation. The calcium-activated potassium channel would tend to hyperpolarize (inhibit) neurons in response to neuromodulators/neurotransmitters. 

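Of the channels that were lower in the mature pools, the BK channel subunit alpha-1 had a log2 value of 3.66 ± 0.18 (SD, n = 4) in the mature pools and 4.35 ± 0.31 (SD, n = 4) in the immature pools. Its log2 fold change was -0.68 (standard error 0.18, adjusted p = 0.0468 from limma). The voltage-gated potassium channel probes Kv C2 and Kv beta-1 had log2 fold changes of -0.66 (standard error 0.17) and -0.66 (standard error 0.16), with adjusted p-values of 0.0466 and 0.0397 from limma. For all 3, every mature value was lower than every immature value. The call of Kv C2 was lost with any of the 8 pools left out. Without mature pool 2 the adjusted p was 0.125 for the BK channel and 0.108 for Kv beta-1.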

Down-regulation of these channels suggests a less responsive, more ‘hard-wired’ brain, which may be advantageous for certain aspects of reproduction.

GnRH, aromatase, kisspeptin system genes and sex steroid receptors are also known to have roles in reproduction. The microarray included a probe for one isoform of GnRH1 and no differences in expression were observed between immature and mature males. The array did not contain probes for other GnRH genes or isoforms. Although GnRH1 controls gonadotrophin secretion in the pituitary [58], the fact that the fish were artificially induced to mature using human chorionic gonadotrophin suggests that no positive or negative feedback mechanisms towards GnRH1 were occurring at the time of sampling. The microarray also contained probes for transcripts that are similar to the estrogen-related receptor beta like 1 and the androgen receptor beta and no significant differences in expression were detected. Kisspeptin system genes and aromatase were not analyzed in this survey. At present, mature eels have never been caught in the wild and the only way to obtain sexually mature animals is through artificial induction of maturation. It is therefore not clear to what extent changes that occur at the molecular level in the brain are the result of specific gonadal feedback mechanisms.

The eyes and the olfactory epithelium change with sexual maturation in *A. anguilla* and the American eel *Anguilla rostrata* [59, 60] suggesting that there is a change in the use of sensory modalities with reproduction. As mentioned previously, the data from this study suggest that the forebrains of male eels undergo some sort of rewiring at sexual maturation. As the areas of the brain tested here are associated with the processing and conversion of sensory input to physiological responses, it is possible that changes in the brain at sexual maturity are influenced by changes in sensory system requirements that occur at reproduction.

## Conclusions

In this study, we used nearly 15,000 microarray probes to identify gene expression changes in the brains of eels that occur at sexual maturation. Of the set of differentially expressed genes, 991 were expressed at higher levels in sexually mature males while 506 were expressed at lower levels than in immature males. This finding shows that the brains of eels undergo major changes at the molecular level during reproduction. The set of up-regulated genes includes genes that are involved in neuroendocrine processes which likely act through the brain-pituitary-gonad axis. It also includes genes involved in cell-cell signaling, neurogenesis and development indicating that the brain is undergoing developmental changes that are associated with maturation and reproduction. A major advantage to the approach employed here is that it allows many genes to be tested at the same time. It also allows for the identification of genes not previously known to be involved in particular processes such as reproduction. Consequently, some of these differentially expressed genes identified here have roles that have been described in other studies while others have roles that have yet to be characterized. Furthermore, since the majority of the genes tested here have orthologs in other vertebrates, the results from this study can be used to understand reproduction across a diversity of vertebrate species. Most importantly however, is that we have defined a set of genes that appear to be important for sexual maturation in *A. anguilla*. These findings therefore contribute to the body of knowledge concerning eel biology and will, in the future, contribute to aquaculture and conservation efforts.

## Methods

### Sample preparation

Approximately four hundred sexually immature European eels (80–90 g/fish) were obtained from a local distributor (Pescafial, Seville, Spain) and kept for acclimation in a 2000 L tank with freshwater (0 PSU salinity) and under natural temperature and photoperiod. After 14 days, approximately 120 fish were transferred to two independent temperature controlled recirculation water units connected to two 500 L cylindro-conical tanks (30 fish per tank) where the fish were acclimated to seawater (35 PSU salinity) over two weeks. Recirculation units were kept at a 20-22°C at 12 L/12D photoperiod and the fish were fed with commercial pellets (DIBAQ No. 3, Proaqua, Spain) at 3% of body weight per day. Males in one of the seawater units were injected intramuscularly every week for 140 days with 2000 IU hCG/kg (human chorionic gonadotropin, Sigma–Aldrich Chemical) in 0.9% saline to induce sexual maturation. Males in the other recirculation unit were injected weekly over the same period with 0.9% NaCl (vehicle).

Finally, eels were anesthetized in a solution of 100 mg/L tricaine methanesulfonate (MS-222, Sigma Aldrich) then decapitated. Tissues (brain, including the olfactory bulbs, telencephalon, diencephalon and mesencephalon) were collected from sexually immature (n = 12) and sexually mature males (n = 12) and frozen immediately in liquid nitrogen until the tissue collections were complete. They were then placed in RNAlater® (Sigma R0901) and kept overnight at 4°C then transferred to -20°C. Each tissue sample was pooled with the tissue from two other samples. Therefore each replicate (n = 4 mature, n = 4 immature) contains tissue from three individuals. Sexual maturation was characterized as follows [61]: seawater immature fish were designated stage III (presence of spermatogonia and spermatocytes), whereas sexually mature males were designated stage VI (presence of only spermatozoa and few spermatogonia which is called the functional maturation stage). The average gonadosomal index (GSI) values for sexually mature and immature males were 8.41 ± 0.56% and 0.084 ± 0.01% respectively. The mean eye diameters for mature males were 8.19 ± 0.16 mm and 6.51 ± 0.13 mm for immature males. Brain samples were shipped on dry ice. Fish care and experimentation complied with national legislation for the use of laboratory animals under a group-1 license issued by the Directorate-General for Veterinary, Ministry of Agriculture, Rural Development and Fisheries of Portugal.

### Microarray analysis

RNA was isolated from the brain using the RNAeasy Mini Kit (Qiagen) following the manufacter’s protocol. RNA was extracted separately for olfactory bulbs, telencephalons and diencephalon/mesencephalons. Afterwards, RNA concentration was measured using a Nanodrop ND-100 spectrophotometer (NanoDrop Technologies) and RNA integrity and quality were estimated using an Agilent 2100 Bioanalyzer (Agilent Technologies). A minimum RNA integrity number (RIN) of 7.5 was considered. Because RNA concentrations of olfactory bulb, telencephalon and diencephalon were below the amount needed for microarray analysis, a separate experiment for each part of the brain was not possible. Therefore, we combined equal concentrations of olfactory bulb, telencephalon and diencephalon/mesencephalon as a single brain sample for each replicate. Each replicate therefore contains RNA from the olfactory bulb, telencephalon and diencephalon/mesencephalon from three individuals.

Microarray analysis was conducted using an European eel-specific array consisting of a total of 14,913 probes based on a large collection of high-throughput transcriptomic sequences [62]. Probe sequences and further details on the microarray platform can be found on the GEO database under accession number GPL15124.

Sample labelling and hybridization were conducted following the details in [63]. Hybridized slides were scanned at 5 μm resolution using an Agilent DNA microarray scanner. Slides were scanned at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%) to increase the power to detect both lowly and highly expressed genes. The two linked images generated were analyzed together. Data were extracted and background subtracted using the standard procedure in Agilent Feature Extraction (FE) software v. 9.5.1. Hybridization success was evaluated using flag values, excluding those intensities not equal to 1. Data was normalized using a quantile normalization procedure using R (http://www.r-project.org). Normalized fluorescence data from the arrays have been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE55858.

Differentially transcribed genes across samples were identified using the program SAM (Significance Analysis of Microarrays) version 4.0 [63]. Groups (mature vs. immature males) were compared using the two-class unpaired test and up and down regulated genes were identified. Only genes with a minimum fold change of 1.5 were considered.

### Functional annotation using DAVID

To obtain a list of gene identifiers that could be used for the functional analysis of differentially expressed genes, BLASTX (2.2.25+ suite) [23] was used to search SwissProt. For this analysis, the SwissProt database was chosen to maximize the number of sequence identifiers that DAVID version 6.7 [24] would recognize. In this search, the European eel transcriptome assembly contigs (n = 13,523) that were used to design the array [62] were used as queries. Assembly contigs that did not have a BLASTX hit in SwissProt meeting the e-value cutoff of 0.01 were then searched against RefSeq proteins. Those without hits in SwissProt or RefSeq were then searched against the National Center for Biotechnology Information (NCBI) nr database using the same e-value cutoff.

For functional annotation analysis with DAVID, only BLAST alignments with an e-value less than or equal to 0.001 were considered. To identify differentially expressed genes, a false discovery rate (q-value) of 0.05 was used. For the DAVID analysis, the standard default settings that include an EASE score of 0.1 were used. For the functional annotation analysis, the annotation categories selected were: GO terms, Interpro, KEGG pathways and SP_PIR keywords. For the cluster analysis with DAVID, only clusters with EASE scores of greater than or equal to 1.3 were considered. To obtain a more descriptive view of up and down-regulated processes, GO terms belonging to the three GO categories (Biological Processes, Cellular Cycle and Molecular Function) were further divided into subcategories.

### Differential expression: keyword analysis

To identify specific subsets of genes that are differentially expressed in the brains of sexually mature male eels, the set of annotations from a BLASTX search of the RefSeq eukaryotic proteins (n = 3,360,895) was used. This approach was chosen because RefSeq, like SwissProt, is a curated dataset yet contains greater number and more diverse set of sequences from fish than SwissProt. In this search, the European eel assembly contigs were used as queries and an e-value cutoff of 0.01. Protein descriptions were retrieved for each blast hit and the results were loaded into a MySQL table which was used for a keyword search to identify genes and sets of genes that are differentially expressed and are involved in neuroendocrine and reproductive processes.

### Quantitative polymerase chain reaction

The expression levels for eight differentially expressed genes were determined by quantitative polymerase chain reaction (qPCR) with the same RNA pools that were used for the microarray. This set was chosen because it includes genes with small and large fold changes (fold changes of 1.63-9.78). It includes GALP, GAD1, CNP, CRFBP, GABRD, NPY, MERP and IRX2. TBP and EEF1A1 were used as controls. For qPCR, three replicates for each condition (immature and immature) were used instead of four because there was not enough material left in the other two samples. cDNA was synthesized from RNA in 20 μl reactions containing 500 ng of DNase-treated RNA, 200 ng of random hexamers (Jena Biosciences, Germany), 100 U of RevertAid (Fermentas, Thermo Fisher Scientific, USA) reverse transcriptase (RT) and 8 U of RiboLockRNase Inhibitor (Fermentas). Reactions were incubated for 10 minutes (min) at 25°C and 60 min at 42°C followed by enzyme inactivation for 10 min at 70°C. Quantifications were carried out using the relative standard curve method and the EvaGreen chemistry in duplicate 15 μl reactions containing: 2 μl of cDNA (diluted 1:4), 300 nM each specific primer (Additional file 5: Table S5) and 1x Sso Fast EvaGreen Supermix (Bio-Rad Laboratories, USA). Reactions were carried out using a Bio-Rad iClycler iQ5 qPCR thermocycler with the following cycling conditions: 30 seconds (s) at 95°C, 45 cycles of 5 s at 95°C, 10 s at 60°C and final melting curves between 65 and 98°C. Target specificity for each qPCR reaction was confirmed by verifying that the amplicon was the expected size by gel electrophoresis and by the presence of a single peak in each melting curve. A cDNA synthesis reaction without reverse transcriptase was used as a negative control to ensure all traces of genomic DNA had been removed and no amplification was observed for all primer pairs. Standard curves relating amplification cycle with initial template quantity were generated using serial dilutions of specific RT-PCR products for each gene (obtained from brain cDNA using the same primers) and included in all quantification plates, with qPCR efficiency ranging between 85–97% with R^2^ > 0.98. The geometric mean of reference genes TBP and EEF1A1 was used to normalize expression data. Relative expression levels were calculated by dividing the expression of each target gene by the geometric mean of the two reference genes.

To verify that the fold changes observed in the microarray experiments correlated with the fold changes observed in the qPCR experiments, Spearman’s rank order correlation was used. Fold changes for each biological replicate were calculated using the mean expression values from the immature brain samples. Student's t-tests were used to determine if expression levels measured by qPCR were significantly different in the brains of immature and mature males. The normality and equal variance assumptions were verified using Shapiro-Wilk’s test and equal variance tests.

## Electronic supplementary material

Additional file 1: Table S1: Functional annotation of differentially expressed genes in the brains of sexually mature male eels. The set of sequence identifiers were obtained from a BLASTX search of SwissProt and Refseq proteins. For functional annotation analysis with DAVID, only BLAST alignments with an e-value less than or equal to 0.001 were considered. To identify differentially expressed genes, a false discovery rate (q-value) of 0.05 was used. The standard default settings that include an EASE score of 0.1 in DAVID were used as well as the following annotation categories: GO terms, Interpro, KEGG pathways and SP PIR keywords.

Additional file 2: Table S2: Clusters of functionally related genes that are up-regulated in the brains of sexually mature male eels. For the clustering analysis with DAVID, only BLAST alignments with an e-value less than or equal to 0.001 were considered and a false discovery rate (q-value) of 0.05 was used. For the DAVID analysis, the standard default setting was used and only clusters with EASE scores greater than or equal to 1.3 were considered.

Additional file 3: Table S3: Clusters of functionally related genes that are down-regulated in the brains of sexually mature male eels. For the clustering analysis with DAVID, only BLAST alignments with an e-value less than or equal to 0.001 were considered and a false discovery rate (q-value) of 0.05 was used. For the DAVID analysis, the standard default settings was used and only clusters with EASE scores of greater than or equal to 1.3 were considered.

Additional file 4: Table S4: Differential gene expression results and BLASTX hits from RefSeq proteins. Complete list of significant differentially expressed genes. The transcriptome assembly contigs upon which the array probes were designed [62] are in the first column. Up-regulated genes (+) are those that were expressed in higher levels in the brains of sexually mature males and down-regulated genes (-) are those with expression levels that were lower than in the brains of immature males. A false discovery rate of 0.05 and a minimum fold change of 1.5 was used. Protein descriptions are based on BLASTX alignments to RefSeq proteins.

Additional file 5: Table S5: Primer sequences for qPCR. List of primer sequences used for qPCR and the expected product sizes in base pairs (bp). Primers were designed to amplify the following differentially expressed genes: galanin peptide (GALP), glutamate decarboxylase 1 (GAD1), corticotropin releasing factor binding protein (CRFBP), C-type natriuretic peptide (CNP), gamma-aminobutyric acid receptor subunit δ (GABRD), neuropeptide Y (NPY), mammalian ependymin-related protein (MERP) and the iroquois-class homeodomain protein 2 (IRX2). The TATA box binding protein (TBP) and Elongation factor 1-alpha 1 (EEF1A1) were used as controls.

## Abbreviations

CALM: Calmodulin
CAMK2: Calcium/calmodulin-dependant protein kinase 2
CNP: C-type natriuretic peptide
CRFBP: Corticotropin releasing factor binding protein
EEF1A1: Elongation factor 1-alpha 1
FSH: Follicle-stimulating hormone
GABA: Gamma-aminobutyric acid
GABRD: γ-aminobutyric acid receptor subunit δ
GAD1: Glutamate decarboxylase 1
GALP: Galanin peptide
GH: Growth hormone
GnRH: Gonadotropin releasing-hormone
GPCRs: G protein-coupled receptors
GSI: Gonadosomal index
GTH: Gonadotropin hormone
hCG: Human chorionic gonadotropin
HES4: Transcription factor HES-4
IRX2: Iroquois-class homeodomain protein 2
IRX5: Iroquois-class homeodomain protein 5
LH: Luteinizing hormone
MERP: Mammalian ependymin-related protein
NPY: Neuropeptide Y
PGF_2α_: Prostaglandin-F_2α_
qPCR: Quantitative polymerase chain reaction
TBP: TATA binding protein.

# Supplementary material for: Changes in the gene expression profiles of the brains of male European eels (Anguilla anguilla) during sexual maturation
**Source:** BMC Genomics. 2014 Sep 17;15(1):799. doi: 10.1186/1471-2164-15-799
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: Functional annotation of differentially expressed genes in the brains of sexually mature male eels. The set of sequence identifiers were obtained from a BLASTX search of SwissProt and Refseq proteins. For functional annotation analysis with DAVID, only BLAST alignments with an e-value less than or equal to 0.001 were considered. To identify differentially expressed genes, a false discovery rate (q-value) of 0.05 was used. The standard default settings that include an EASE score of 0.1 in DAVID were used as well as the following annotation categories: GO terms, Interpro, KEGG pathways and SP PIR keywords.

**Additional file 1: Table S1. Functional annotation of differentially expressed genes in the brains of sexually mature male eels.**

| up/<br>down | Category        | Term                                          | Count | List<br>total | Pop<br>hits | Fold<br>enrich | P-<br>value |
|-------------|-----------------|-----------------------------------------------|-------|---------------|-------------|----------------|-------------|
| +           | SP_PIR_KEYWORDS | calcium binding                               | 16    | 498           | 56          | 3.17           | 0.000       |
| +           | INTERPRO        | IPR018247:EF-HAND 1                           | 23    | 469           | 106         | 2.45           | 0.000       |
| +           | SP_PIR_KEYWORDS | EF hand                                       | 13    | 498           | 40          | 3.61           | 0.000       |
| +           | SP_PIR_KEYWORDS | Homeobox                                      | 15    | 498           | 52          | 3.2            | 0.000       |
| +           | SP_PIR_KEYWORDS | extracellular matrix                          | 17    | 498           | 72          | 2.62           | 0.001       |
| +           | INTERPRO        | IPR017970:Homeobox; conserved site            | 13    | 469           | 48          | 3.06           | 0.001       |
| +           | INTERPRO        | IPR001356:Homeobox                            | 13    | 469           | 49          | 3              | 0.001       |
| +           | GOTERM_CC_FAT   | GO:0031012~extracellular matrix               | 19    | 352           | 92          | 2.21           | 0.002       |
| +           | SP_PIR_KEYWORDS | neuropeptide                                  | 6     | 498           | 11          | 6.05           | 0.002       |
| +           | INTERPRO        | IPR012287:Homeodomain-related                 | 12    | 469           | 47          | 2.88           | 0.002       |
| +           | INTERPRO        | IPR018248:EF hand                             | 16    | 469           | 76          | 2.38           | 0.002       |
| +           | INTERPRO        | IPR003893:Iroquois-class homeodomain protein  | 4     | 469           | 4           | 11.3           | 0.003       |
| +           | INTERPRO        | IPR018249:EF-HAND 2                           | 20    | 469           | 108         | 2.09           | 0.003       |
| +           | GOTERM_CC_FAT   | GO:0005578~proteinaceous extracellular matrix | 18    | 352           | 89          | 2.17           | 0.003       |
| +           | INTERPRO        | IPR008160:Collagen triple helix repeat        | 9     | 469           | 30          | 3.39           | 0.004       |
| +           | SP_PIR_KEYWORDS | blocked amino end                             | 10    | 498           | 36          | 3.08           | 0.004       |
| +           | GOTERM_CC_FAT   | GO:0044420~extracellular matrix part          | 10    | 352           | 35          | 3.06           | 0.004       |
| +           | GOTERM_MF_FAT   | GO:0005509~calcium ion binding                | 42    | 357           | 309         | 1.53           | 0.005       |
| +           | SP_PIR_KEYWORDS | developmental protein                         | 35    | 498           | 240         | 1.62           | 0.005       |
| +           | SP_PIR_KEYWORDS | neurogenesis                                  | 13    | 498           | 59          | 2.45           | 0.005       |
| +           | SP_PIR_KEYWORDS | hydroxylysine                                 | 5     | 498           | 9           | 6.17           | 0.006       |
| +           | GOTERM_MF_FAT   | GO:0048154~S100 beta binding                  | 4     | 357           | 5           | 9.02           | 0.006       |
| +           | GOTERM_BP_FAT   | GO:0043583~ear development                    | 8     | 355           | 27          | 3.42           | 0.007       |
| +           | SP_PIR_KEYWORDS | hydroxylation                                 | 8     | 498           | 26          | 3.42           | 0.007       |
| +           | GOTERM_MF_FAT   | GO:0004866~endopeptidase inhibitor activity   | 10    | 357           | 40          | 2.82           | 0.007       |
| +           | GOTERM_MF_FAT   | GO:0030414~peptidase inhibitor activity       | 10    | 357           | 40          | 2.82           | 0.007       |
| +           | GOTERM_MF_FAT   | GO:0004857~enzyme inhibitor activity          | 15    | 357           | 78          | 2.17           | 0.008       |
| +           | SP_PIR_KEYWORDS | hydroxyproline                                | 5     | 498           | 10          | 5.55           | 0.009       |

|   |                 |                                                                                                  |    |     |     |       |       |
|---|-----------------|--------------------------------------------------------------------------------------------------|----|-----|-----|-------|-------|
| + | SP_PIR_KEYWORDS | microsome                                                                                        | 10 | 498 | 41  | 2.71  | 0.009 |
| + | GOTERM_BP_FAT   | GO:0002009~morphogenesis of an epithelium                                                        | 8  | 355 | 29  | 3.18  | 0.010 |
| + | GOTERM_BP_FAT   | GO:0001656~metanephros development                                                               | 4  | 355 | 6   | 7.69  | 0.011 |
| + | GOTERM_BP_FAT   | GO:0045665~negative regulation of neuron differentiation                                         | 5  | 355 | 11  | 5.25  | 0.011 |
| + | GOTERM_BP_FAT   | GO:0050767~regulation of neurogenesis                                                            | 9  | 355 | 37  | 2.81  | 0.012 |
| + | SP_PIR_KEYWORDS | calcium                                                                                          | 37 | 498 | 275 | 1.49  | 0.013 |
| + | GOTERM_BP_FAT   | GO:0007218~neuropeptide signaling pathway                                                        | 7  | 355 | 24  | 3.37  | 0.014 |
| + | GOTERM_BP_FAT   | GO:0034637~cellular carbohydrate biosynthetic process                                            | 7  | 355 | 24  | 3.37  | 0.014 |
| + | SP_PIR_KEYWORDS | collagen                                                                                         | 8  | 498 | 30  | 2.96  | 0.015 |
| + | SP_PIR_KEYWORDS | Secreted                                                                                         | 44 | 498 | 345 | 1.42  | 0.016 |
| + | GOTERM_BP_FAT   | GO:0051960~regulation of nervous system development                                              | 9  | 355 | 39  | 2.66  | 0.016 |
| + | GOTERM_BP_FAT   | GO:0045664~regulation of neuron differentiation                                                  | 8  | 355 | 32  | 2.89  | 0.017 |
| + | GOTERM_BP_FAT   | GO:0045666~positive regulation of neuron differentiation                                         | 4  | 355 | 7   | 6.59  | 0.017 |
| + | GOTERM_MF_FAT   | GO:0016645~oxidoreductase activity; acting on the CH-NH group of donors                          | 4  | 357 | 7   | 6.44  | 0.018 |
| + | GOTERM_MF_FAT   | GO:0016646~oxidoreductase activity; acting on the CH-NH group of donors; NAD or NADP as acceptor | 4  | 357 | 7   | 6.44  | 0.018 |
| + | GOTERM_MF_FAT   | GO:0005391~sodium:potassium-exchanging ATPase activity                                           | 4  | 357 | 7   | 6.44  | 0.018 |
| + | INTERPRO        | IPR002048:Calcium-binding EF-hand                                                                | 15 | 469 | 87  | 1.95  | 0.019 |
| + | KEGG_PATHWAY    | hsa04115:p53 signaling pathway                                                                   | 4  | 157 | 7   | 6.24  | 0.020 |
| + | GOTERM_BP_FAT   | GO:0045026~plasma membrane fusion                                                                | 3  | 355 | 3   | 11.54 | 0.021 |
| + | GOTERM_BP_FAT   | GO:0007342~fusion of sperm to egg plasma membrane                                                | 3  | 355 | 3   | 11.54 | 0.021 |
| + | GOTERM_BP_FAT   | GO:0030913~paranodal junction assembly                                                           | 3  | 355 | 3   | 11.54 | 0.021 |
| + | INTERPRO        | IPR004361:Glyoxalase I                                                                           | 3  | 469 | 3   | 11.3  | 0.022 |
| + | INTERPRO        | IPR018146:Glyoxalase I; conserved site                                                           | 3  | 469 | 3   | 11.3  | 0.022 |

|   |                 |                                                         |    |     |     |       |       |
|---|-----------------|---------------------------------------------------------|----|-----|-----|-------|-------|
| + | GOTERM_MF_FAT   | GO:0008934~inositol-1(or 4)-monophosphatase activity    | 3  | 357 | 3   | 11.27 | 0.022 |
| + | GOTERM_MF_FAT   | GO:0004462~lactoylglutathione lyase activity            | 3  | 357 | 3   | 11.27 | 0.022 |
| + | INTERPRO        | IPR001751:S100/CaBP-9k-type; calcium binding            | 5  | 469 | 13  | 4.34  | 0.023 |
| + | INTERPRO        | IPR013787:S100/CaBP-9k-type; calcium binding; subdomain | 5  | 469 | 13  | 4.34  | 0.023 |
| + | INTERPRO        | IPR016040:NAD(P)-binding domain                         | 13 | 469 | 72  | 2.04  | 0.023 |
| + | GOTERM_BP_FAT   | GO:0007423~sensory organ development                    | 14 | 355 | 83  | 1.95  | 0.024 |
| + | GOTERM_BP_FAT   | GO:0060284~regulation of cell development               | 9  | 355 | 42  | 2.47  | 0.025 |
| + | INTERPRO        | IPR011992:EF-Hand type                                  | 18 | 469 | 116 | 1.75  | 0.025 |
| + | SP_PIR_KEYWORDS | palmitate                                               | 9  | 498 | 41  | 2.44  | 0.027 |
| + | SP_PIR_KEYWORDS | glycolysis                                              | 6  | 498 | 20  | 3.33  | 0.029 |
| + | GOTERM_BP_FAT   | GO:0019748~secondary metabolic process                  | 6  | 355 | 21  | 3.3   | 0.030 |
| + | SP_PIR_KEYWORDS | lipoprotein                                             | 25 | 498 | 181 | 1.53  | 0.033 |
| + | INTERPRO        | IPR001664:Intermediate filament protein                 | 5  | 469 | 15  | 3.77  | 0.037 |
| + | INTERPRO        | IPR018039:Intermediate filament protein; conserved site | 5  | 469 | 15  | 3.77  | 0.037 |
| + | INTERPRO        | IPR016044:Filament                                      | 5  | 469 | 15  | 3.77  | 0.037 |
| + | INTERPRO        | IPR006688:ADP-ribosylation factor                       | 5  | 469 | 15  | 3.77  | 0.037 |
| + | INTERPRO        | IPR000594:UBA/THIF-type NAD/FAD binding fold            | 4  | 469 | 9   | 5.02  | 0.038 |
| + | INTERPRO        | IPR018503:Tetraspanin; conserved site                   | 6  | 469 | 22  | 3.08  | 0.039 |
| + | GOTERM_BP_FAT   | GO:0048598~embryonic morphogenesis                      | 12 | 355 | 71  | 1.95  | 0.039 |
| + | SP_PIR_KEYWORDS | Intermediate filament                                   | 5  | 498 | 15  | 3.7   | 0.040 |
| + | GOTERM_BP_FAT   | GO:0032288~myelin assembly                              | 3  | 355 | 4   | 8.66  | 0.040 |
| + | GOTERM_BP_FAT   | GO:0016051~carbohydrate biosynthetic process            | 7  | 355 | 30  | 2.69  | 0.040 |
| + | INTERPRO        | IPR000760:Inositol monophosphatase                      | 3  | 469 | 4   | 8.47  | 0.041 |
| + | GOTERM_BP_FAT   | GO:0042471~ear morphogenesis                            | 6  | 355 | 23  | 3.01  | 0.043 |
| + | GOTERM_CC_FAT   | GO:0044421~extracellular region part                    | 30 | 352 | 226 | 1.42  | 0.044 |
| + | GOTERM_BP_FAT   | GO:0044057~regulation of system process                 | 11 | 355 | 64  | 1.98  | 0.046 |

|   |                 |                                                                   |    |     |      |      |       |
|---|-----------------|-------------------------------------------------------------------|----|-----|------|------|-------|
| + | GOTERM_BP_FAT   | GO:0030198~extracellular matrix organization                      | 7  | 355 | 31   | 2.61 | 0.046 |
| + | SP_PIR_KEYWORDS | triple helix                                                      | 4  | 498 | 10   | 4.44 | 0.054 |
| + | INTERPRO        | IPR000301:Tetraspanin; subgroup                                   | 6  | 469 | 24   | 2.82 | 0.055 |
| + | SP_PIR_KEYWORDS | er-golgi transport                                                | 9  | 498 | 47   | 2.13 | 0.056 |
| + | SP_PIR_KEYWORDS | lipid-binding                                                     | 9  | 498 | 47   | 2.13 | 0.056 |
| + | SP_PIR_KEYWORDS | nadp                                                              | 10 | 498 | 56   | 1.98 | 0.060 |
| + | INTERPRO        | IPR000533:Tropomyosin                                             | 3  | 469 | 5    | 6.78 | 0.065 |
| + | SP_PIR_KEYWORDS | lithium                                                           | 3  | 498 | 5    | 6.66 | 0.067 |
| + | KEGG_PATHWAY    | dre00010:Glycolysis / Gluconeogenesis                             | 3  | 157 | 5    | 6.55 | 0.068 |
| + | INTERPRO        | IPR018499:Tetraspanin                                             | 6  | 469 | 26   | 2.61 | 0.074 |
| + | INTERPRO        | IPR012335:Thioredoxin fold                                        | 9  | 469 | 51   | 1.99 | 0.077 |
| + | INTERPRO        | IPR000073:Alpha/beta hydrolase fold-1                             | 4  | 469 | 12   | 3.77 | 0.083 |
| + | SP_PIR_KEYWORDS | endoplasmic reticulum                                             | 31 | 498 | 260  | 1.32 | 0.090 |
| + | INTERPRO        | IPR002379:ATPase; F0/V0 complex; subunit C                        | 3  | 469 | 6    | 5.65 | 0.092 |
| + | INTERPRO        | IPR000886:Endoplasmic reticulum; targeting sequence               | 5  | 469 | 20   | 2.82 | 0.094 |
| + | INTERPRO        | IPR006689:ARF/SAR superfamily                                     | 5  | 469 | 20   | 2.82 | 0.094 |
| + | SP_PIR_KEYWORDS | sodium/potassium transport                                        | 3  | 498 | 6    | 5.55 | 0.095 |
| - | GOTERM_BP_FAT   | GO:0019882~antigen processing and presentation                    | 7  | 163 | 23   | 7.65 | 0.000 |
| - | GOTERM_BP_FAT   | GO:0042127~regulation of cell proliferation                       | 17 | 163 | 175  | 2.44 | 0.001 |
| - | GOTERM_CC_FAT   | GO:0042611~MHC protein complex                                    | 5  | 142 | 14   | 9.48 | 0.001 |
| - | GOTERM_BP_FAT   | GO:0048002~antigen processing and presentation of peptide antigen | 5  | 163 | 14   | 8.98 | 0.002 |
| - | SP_PIR_KEYWORDS | alternative splicing                                              | 64 | 227 | 1104 | 1.41 | 0.002 |
| - | SP_PIR_KEYWORDS | mrna splicing                                                     | 12 | 227 | 103  | 2.84 | 0.003 |
| - | GOTERM_BP_FAT   | GO:0006397~mRNA processing                                        | 14 | 163 | 140  | 2.51 | 0.003 |
| - | GOTERM_BP_FAT   | GO:0007243~protein kinase cascade                                 | 10 | 163 | 78   | 3.22 | 0.003 |
| - | GOTERM_BP_FAT   | GO:0008380~RNA splicing                                           | 13 | 163 | 126  | 2.59 | 0.004 |
| - | SP_PIR_KEYWORDS | mrna processing                                                   | 13 | 227 | 122  | 2.59 | 0.004 |
| - | INTERPRO        | IPR003597:Immunoglobulin C1-set                                   | 5  | 214 | 17   | 7.28 | 0.004 |
| - | INTERPRO        | IPR006574:SPRY-associated                                         | 6  | 214 | 28   | 5.31 | 0.005 |
| - | GOTERM_BP_FAT   | GO:0006955~immune response                                        | 14 | 163 | 146  | 2.41 | 0.005 |
| - | GOTERM_CC_FAT   | GO:0005886~plasma membrane                                        | 44 | 142 | 795  | 1.47 | 0.005 |
| - | INTERPRO        | IPR003879:Butyrophysin-like                                       | 6  | 214 | 29   | 5.12 | 0.005 |

|   |                 |                                                                                                 |    |     |     |       |       |
|---|-----------------|-------------------------------------------------------------------------------------------------|----|-----|-----|-------|-------|
| - | INTERPRO        | IPR003006:Immunoglobulin/major histocompatibility complex; conserved site                       | 5  | 214 | 19  | 6.52  | 0.006 |
| - | SP_PIR_KEYWORDS | nucleotide-binding                                                                              | 41 | 227 | 662 | 1.51  | 0.007 |
| - | INTERPRO        | IPR011993:Pleckstrin homology-type                                                              | 10 | 214 | 85  | 2.91  | 0.007 |
| - | GOTERM_BP_FAT   | GO:0016071~mRNA metabolic process                                                               | 14 | 163 | 154 | 2.28  | 0.007 |
| - | GOTERM_BP_FAT   | GO:0050858~negative regulation of antigen receptor-mediated signaling pathway                   | 3  | 163 | 4   | 18.85 | 0.009 |
| - | GOTERM_BP_FAT   | GO:0050860~negative regulation of T cell receptor signaling pathway                             | 3  | 163 | 4   | 18.85 | 0.009 |
| - | SP_PIR_KEYWORDS | immune response                                                                                 | 8  | 227 | 58  | 3.36  | 0.009 |
| - | SP_PIR_KEYWORDS | coiled coil                                                                                     | 36 | 227 | 576 | 1.52  | 0.010 |
| - | GOTERM_BP_FAT   | GO:0002474~antigen processing and presentation of peptide antigen via MHC class I               | 4  | 163 | 12  | 8.38  | 0.010 |
| - | GOTERM_MF_FAT   | GO:0000166~nucleotide binding                                                                   | 52 | 177 | 866 | 1.37  | 0.011 |
| - | INTERPRO        | IPR001849:Pleckstrin homology                                                                   | 9  | 214 | 76  | 2.93  | 0.011 |
| - | INTERPRO        | IPR001870:B302 (SPRY)-like                                                                      | 6  | 214 | 35  | 4.24  | 0.012 |
| - | INTERPRO        | IPR003877:SPla/Ryanodine receptor SPRY                                                          | 6  | 214 | 35  | 4.24  | 0.012 |
| - | GOTERM_BP_FAT   | GO:0000375~RNA splicing; via transesterification reactions                                      | 7  | 163 | 50  | 3.52  | 0.013 |
| - | GOTERM_BP_FAT   | GO:0000398~nuclear mRNA splicing; via spliceosome                                               | 7  | 163 | 50  | 3.52  | 0.013 |
| - | GOTERM_BP_FAT   | GO:0000377~RNA splicing; via transesterification reactions with bulged adenosine as nucleophile | 7  | 163 | 50  | 3.52  | 0.013 |
| - | SP_PIR_KEYWORDS | serine/threonine-protein kinase                                                                 | 11 | 227 | 109 | 2.46  | 0.013 |
| - | INTERPRO        | IPR013783:Immunoglobulin-like fold                                                              | 11 | 214 | 113 | 2.41  | 0.015 |
| - | SP_PIR_KEYWORDS | atp-binding                                                                                     | 31 | 227 | 492 | 1.53  | 0.016 |
| - | INTERPRO        | IPR002290:Serine/threonine protein kinase                                                       | 9  | 214 | 83  | 2.68  | 0.018 |
| - | GOTERM_BP_FAT   | GO:0007411~axon guidance                                                                        | 4  | 163 | 15  | 6.7   | 0.020 |
| - | GOTERM_MF_FAT   | GO:0032553~ribonucleotide binding                                                               | 43 | 177 | 710 | 1.38  | 0.020 |
| - | GOTERM_MF_FAT   | GO:0032555~purine ribonucleotide binding                                                        | 43 | 177 | 710 | 1.38  | 0.020 |

|   |                 |                                                                      |    |     |      |       |       |
|---|-----------------|----------------------------------------------------------------------|----|-----|------|-------|-------|
| - | GOTERM_BP_FAT   | GO:0050856~regulation of T cell receptor signaling pathway           | 3  | 163 | 6    | 12.57 | 0.021 |
| - | GOTERM_CC_FAT   | GO:0030054~cell junction                                             | 12 | 142 | 148  | 2.15  | 0.021 |
| - | GOTERM_CC_FAT   | GO:0045202~synapse                                                   | 9  | 142 | 95   | 2.52  | 0.025 |
| - | GOTERM_CC_FAT   | GO:0030666~endocytic vesicle membrane                                | 3  | 142 | 7    | 11.38 | 0.026 |
| - | GOTERM_BP_FAT   | GO:0006928~cell motion                                               | 9  | 163 | 91   | 2.49  | 0.026 |
| - | GOTERM_BP_FAT   | GO:0051329~interphase of mitotic cell cycle                          | 4  | 163 | 17   | 5.91  | 0.027 |
| - | GOTERM_BP_FAT   | GO:0051325~interphase                                                | 4  | 163 | 17   | 5.91  | 0.027 |
| - | GOTERM_BP_FAT   | GO:0050854~regulation of antigen receptor-mediated signaling pathway | 3  | 163 | 7    | 10.77 | 0.029 |
| - | INTERPRO        | IPR007111:NACHT nucleoside triphosphatase                            | 3  | 214 | 7    | 10.61 | 0.030 |
| - | GOTERM_BP_FAT   | GO:0006468~protein amino acid phosphorylation                        | 14 | 163 | 185  | 1.9   | 0.030 |
| - | SP_PIR_KEYWORDS | mhc ii                                                               | 3  | 227 | 7    | 10.44 | 0.031 |
| - | INTERPRO        | IPR000315:Zinc finger; B-box                                         | 5  | 214 | 30   | 4.13  | 0.031 |
| - | SP_PIR_KEYWORDS | phosphoprotein                                                       | 95 | 227 | 1963 | 1.18  | 0.031 |
| - | SP_PIR_KEYWORDS | cell junction                                                        | 11 | 227 | 125  | 2.14  | 0.031 |
| - | GOTERM_MF_FAT   | GO:0017076~purine nucleotide binding                                 | 43 | 177 | 731  | 1.34  | 0.031 |
| - | GOTERM_CC_FAT   | GO:0044459~plasma membrane part                                      | 27 | 142 | 485  | 1.48  | 0.034 |
| - | GOTERM_BP_FAT   | GO:0007626~locomotory behavior                                       | 7  | 163 | 63   | 2.79  | 0.037 |
| - | GOTERM_BP_FAT   | GO:0000082~G1/S transition of mitotic cell cycle                     | 3  | 163 | 8    | 9.43  | 0.037 |
| - | INTERPRO        | IPR011161:MHC class I-like antigen recognition                       | 3  | 214 | 8    | 9.28  | 0.038 |
| - | INTERPRO        | IPR006703:AIG1                                                       | 3  | 214 | 8    | 9.28  | 0.038 |
| - | INTERPRO        | IPR001039:MHC class I; alpha chain; alpha1 and alpha2                | 3  | 214 | 8    | 9.28  | 0.038 |
| - | INTERPRO        | IPR000387:Protein-tyrosine phosphatase                               | 4  | 214 | 19   | 5.21  | 0.039 |
| - | GOTERM_BP_FAT   | GO:0044057~regulation of system process                              | 7  | 163 | 64   | 2.75  | 0.039 |
| - | SP_PIR_KEYWORDS | mhc i                                                                | 3  | 227 | 8    | 9.13  | 0.040 |
| - | SP_PIR_KEYWORDS | leucine-rich repeat                                                  | 8  | 227 | 79   | 2.47  | 0.042 |
| - | GOTERM_CC_FAT   | GO:0042612~MHC class I protein complex                               | 3  | 142 | 9    | 8.85  | 0.042 |
| - | GOTERM_BP_FAT   | GO:0000910~cytokinesis                                               | 4  | 163 | 20   | 5.03  | 0.042 |

|   |                 |                                                                        |    |     |      |       |       |
|---|-----------------|------------------------------------------------------------------------|----|-----|------|-------|-------|
| - | INTERPRO        | IPR008271:Serine/threonine protein kinase; active site                 | 9  | 214 | 98   | 2.27  | 0.043 |
| - | INTERPRO        | IPR000387:Dual-specific/protein-tyrosine phosphatase; conserved region | 4  | 214 | 20   | 4.95  | 0.044 |
| - | GOTERM_MF_FAT   | GO:0005524~ATP binding                                                 | 33 | 177 | 543  | 1.38  | 0.044 |
| - | GOTERM_BP_FAT   | GO:0010648~negative regulation of cell communication                   | 7  | 163 | 66   | 2.67  | 0.045 |
| - | INTERPRO        | IPR012677:Nucleotide-binding; alpha-beta plait                         | 8  | 214 | 82   | 2.42  | 0.046 |
| - | INTERPRO        | IPR000504:RNA recognition motif; RNP-1                                 | 8  | 214 | 82   | 2.42  | 0.046 |
| - | GOTERM_CC_FAT   | GO:0044456~synapse part                                                | 6  | 142 | 53   | 3.01  | 0.046 |
| - | GOTERM_BP_FAT   | GO:0045927~positive regulation of growth                               | 4  | 163 | 21   | 4.79  | 0.048 |
| - | SP_PIR_KEYWORDS | polymorphism                                                           | 49 | 227 | 936  | 1.27  | 0.050 |
| - | INTERPRO        | IPR017442:Serine/threonine protein kinase-related                      | 9  | 214 | 102  | 2.18  | 0.052 |
| - | SP_PIR_KEYWORDS | kinase                                                                 | 15 | 227 | 216  | 1.69  | 0.058 |
| - | INTERPRO        | IPR000330:SNF2-related                                                 | 3  | 214 | 11   | 6.75  | 0.070 |
| - | INTERPRO        | IPR018355:SPla/Ryanodine receptor subgroup                             | 4  | 214 | 25   | 3.96  | 0.077 |
| - | INTERPRO        | IPR008803:Root hair defective 3 GTP-binding                            | 2  | 214 | 2    | 24.76 | 0.079 |
| - | INTERPRO        | IPR007275:YT521-B-like protein                                         | 2  | 214 | 2    | 24.76 | 0.079 |
| - | INTERPRO        | IPR003656:Zinc finger; BED-type predicted                              | 2  | 214 | 2    | 24.76 | 0.079 |
| - | INTERPRO        | IPR000008:C2 calcium-dependent membrane targeting                      | 5  | 214 | 41   | 3.02  | 0.081 |
| - | KEGG_PATHWAY    | hsa04010:MAPK signaling pathway                                        | 4  | 72  | 25   | 3.81  | 0.082 |
| - | SP_PIR_KEYWORDS | tyrosine-specific phosphatase                                          | 3  | 227 | 12   | 6.09  | 0.084 |
| - | INTERPRO        | IPR016130:Protein-tyrosine phosphatase; active site                    | 4  | 214 | 26   | 3.81  | 0.085 |
| - | SP_PIR_KEYWORDS | cytoplasm                                                              | 64 | 227 | 1324 | 1.18  | 0.093 |
| - | SP_PIR_KEYWORDS | nucleus                                                                | 63 | 227 | 1304 | 1.18  | 0.097 |
| - | INTERPRO        | IPR017441:Protein kinase; ATP binding site                             | 9  | 214 | 117  | 1.9   | 0.098 |
| - | SP_PIR_KEYWORDS | dna-binding                                                            | 23 | 227 | 403  | 1.39  | 0.098 |
| - | KEGG_PATHWAY    | hsa04144:Endocytosis                                                   | 3  | 72  | 13   | 5.5   | 0.098 |

# Supplementary material for: Changes in the gene expression profiles of the brains of male European eels (Anguilla anguilla) during sexual maturation
**Source:** BMC Genomics. 2014 Sep 17;15(1):799. doi: 10.1186/1471-2164-15-799
**Supplement:** Supplementary file 2 — Additional file 2: Table S2: Clusters of functionally related genes that are up-regulated in the brains of sexually mature male eels. For the clustering analysis with DAVID, only BLAST alignments with an e-value less than or equal to 0.001 were considered and a false discovery rate (q-value) of 0.05 was used. For the DAVID analysis, the standard default setting was used and only clusters with EASE scores greater than or equal to 1.3 were considered.

**Additional file 2: Table S2. Clusters of functionally related genes that are up-regulated in the brains of sexually mature male eels**

| <b>Annotation Cluster 1</b> |                                              | <b>Enrichment Score: 2.817136811147704</b>  |       |        |            |          |           |                 |            |           |        |  |
|-----------------------------|----------------------------------------------|---------------------------------------------|-------|--------|------------|----------|-----------|-----------------|------------|-----------|--------|--|
| Category                    | Term                                         | Count                                       | %     | PValue | List Total | Pop Hits | Pop Total | Fold Enrichment | Bonferroni | Benjamini | FDR    |  |
| UP_SEQ_FEATURE              | DNA-binding region:Homeobox; TALE-type       | 5                                           | 0.942 | 0.001  | 495        | 6        | 5523      | 9.298           | 0.740      | 0.740     | 1.368  |  |
| SMART                       | SM00548:IRO                                  | 4                                           | 0.753 | 0.002  | 198        | 4        | 2565      | 12.955          | 0.229      | 0.122     | 2.003  |  |
| INTERPRO                    | IPR003893:Iroquois-class homeodomain protein | 4                                           | 0.753 | 0.003  | 469        | 4        | 5298      | 11.296          | 0.884      | 0.302     | 3.884  |  |
| <b>Annotation Cluster 2</b> |                                              | <b>Enrichment Score: 2.2791263907808483</b> |       |        |            |          |           |                 |            |           |        |  |
| Category                    | Term                                         | Count                                       | %     | PValue | List Total | Pop Hits | Pop Total | Fold Enrichment | Bonferroni | Benjamini | FDR    |  |
| SP_PIR_KEYWORDS             | calcium binding                              | 16                                          | 3.013 | 0.000  | 498        | 56       | 5528      | 3.172           | 0.034      | 0.034     | 0.116  |  |
| INTERPRO                    | IPR018247:EF-HAND 1                          | 23                                          | 4.331 | 0.000  | 469        | 106      | 5298      | 2.451           | 0.087      | 0.087     | 0.166  |  |
| SP_PIR_KEYWORDS             | EF hand                                      | 13                                          | 2.448 | 0.000  | 498        | 40       | 5528      | 3.608           | 0.053      | 0.027     | 0.183  |  |
| INTERPRO                    | IPR018248:EF hand                            | 16                                          | 3.013 | 0.002  | 469        | 76       | 5298      | 2.378           | 0.850      | 0.316     | 3.424  |  |
| UP_SEQ_FEATURE              | domain:EF-hand 1                             | 20                                          | 3.766 | 0.002  | 495        | 106      | 5523      | 2.105           | 0.980      | 0.858     | 3.923  |  |
| INTERPRO                    | IPR018249:EF-HAND 2                          | 20                                          | 3.766 | 0.003  | 469        | 108      | 5298      | 2.092           | 0.885      | 0.265     | 3.889  |  |
| UP_SEQ_FEATURE              | domain:EF-hand 2                             | 20                                          | 3.766 | 0.003  | 495        | 108      | 5523      | 2.066           | 0.992      | 0.803     | 4.868  |  |
| GOTERM_MF_FAT               | GO:0005509~calcium ion binding               | 42                                          | 7.910 | 0.004  | 357        | 309      | 4024      | 1.532           | 0.894      | 0.894     | 6.282  |  |
| SMART                       | SM00054:EFh                                  | 15                                          | 2.825 | 0.006  | 198        | 87       | 2565      | 2.234           | 0.576      | 0.249     | 6.466  |  |
| UP_SEQ_FEATURE              | calcium-binding region:3                     | 7                                           | 1.318 | 0.006  | 495        | 20       | 5523      | 3.905           | 1.000      | 0.882     | 10.346 |  |
| UP_SEQ_FEATURE              | calcium-binding region:2                     | 13                                          | 2.448 | 0.013  | 495        | 66       | 5523      | 2.198           | 1.000      | 0.906     | 19.555 |  |
| SP_PIR_KEYWORDS             | calcium                                      | 37                                          | 6.968 | 0.013  | 498        | 275      | 5528      | 1.494           | 0.996      | 0.340     | 16.762 |  |
| UP_SEQ_FEATURE              | calcium-binding region:1                     | 14                                          | 2.637 | 0.013  | 495        | 74       | 5523      | 2.111           | 1.000      | 0.884     | 19.804 |  |
| INTERPRO                    | IPR002048:Calcium-binding EF-hand            | 15                                          | 2.825 | 0.019  | 469        | 87       | 5298      | 1.948           | 1.000      | 0.837     | 25.937 |  |
| INTERPRO                    | IPR011992:EF-Hand type                       | 18                                          | 3.390 | 0.025  | 469        | 116      | 5298      | 1.753           | 1.000      | 0.806     | 32.433 |  |
| UP_SEQ_FEATURE              | domain:EF-hand 3                             | 11                                          | 2.072 | 0.051  | 495        | 63       | 5523      | 1.948           | 1.000      | 0.995     | 58.702 |  |
| UP_SEQ_FEATURE              | calcium-binding region:4                     | 3                                           | 0.565 | 0.124  | 495        | 7        | 5523      | 4.782           | 1.000      | 1.000     | 89.193 |  |
| UP_SEQ_FEATURE              | domain:EF-hand 4                             | 6                                           | 1.130 | 0.183  | 495        | 34       | 5523      | 1.969           | 1.000      | 1.000     | 96.657 |  |
| <b>Annotation Cluster 3</b> |                                              | <b>Enrichment Score: 2.1676404071572217</b> |       |        |            |          |           |                 |            |           |        |  |
| Category                    | Term                                         | Count                                       | %     | PValue | List Total | Pop Hits | Pop Total | Fold Enrichment | Bonferroni | Benjamini | FDR    |  |
| SP_PIR_KEYWORDS             | extracellular matrix                         | 17                                          | 3.202 | 0.001  | 498        | 72       | 5528      | 2.621           | 0.190      | 0.051     | 0.711  |  |
| GOTERM_CC_FAT               | GO:0031012~extracellular matrix              | 19                                          | 3.578 | 0.002  | 352        | 92       | 3770      | 2.212           | 0.425      | 0.425     | 2.233  |  |

|                                                                       |                                                          |       |       |        |            |          |           |                 |            |           |        |
|-----------------------------------------------------------------------|----------------------------------------------------------|-------|-------|--------|------------|----------|-----------|-----------------|------------|-----------|--------|
| GOTERM_CC_FAT                                                         | GO:0005578~proteinaceous extracellular matrix            | 18    | 3.390 | 0.003  | 352        | 89       | 3770      | 2.166           | 0.619      | 0.383     | 3.871  |
| SP_PIR_KEYWORDS                                                       | hydroxylation                                            | 8     | 1.507 | 0.007  | 498        | 26       | 5528      | 3.416           | 0.935      | 0.239     | 8.849  |
| SP_PIR_KEYWORDS                                                       | Secreted                                                 | 44    | 8.286 | 0.016  | 498        | 345      | 5528      | 1.416           | 0.999      | 0.358     | 20.171 |
| GOTERM_CC_FAT                                                         | GO:0044421~extracellular region part                     | 30    | 5.650 | 0.044  | 352        | 226      | 3770      | 1.422           | 1.000      | 0.975     | 45.319 |
| GOTERM_CC_FAT                                                         | GO:0005576~extracellular region                          | 50    | 9.416 | 0.060  | 352        | 425      | 3770      | 1.260           | 1.000      | 0.983     | 56.607 |
| <b>Annotation Cluster 4      Enrichment Score: 1.7865065642320699</b> |                                                          |       |       |        |            |          |           |                 |            |           |        |
| Category                                                              | Term                                                     | Count | %     | PValue | List Total | Pop Hits | Pop Total | Fold Enrichment | Bonferroni | Benjamini | FDR    |
| SP_PIR_KEYWORDS                                                       | developmental protein                                    | 35    | 6.591 | 0.005  | 498        | 240      | 5528      | 1.619           | 0.855      | 0.241     | 6.349  |
| SP_PIR_KEYWORDS                                                       | neurogenesis                                             | 13    | 2.448 | 0.005  | 498        | 59       | 5528      | 2.446           | 0.894      | 0.244     | 7.318  |
| SP_PIR_KEYWORDS                                                       | differentiation                                          | 16    | 3.013 | 0.173  | 498        | 128      | 5528      | 1.388           | 1.000      | 0.859     | 93.019 |
| <b>Annotation Cluster 5      Enrichment Score: 1.452163909019713</b>  |                                                          |       |       |        |            |          |           |                 |            |           |        |
| Category                                                              | Term                                                     | Count | %     | PValue | List Total | Pop Hits | Pop Total | Fold Enrichment | Bonferroni | Benjamini | FDR    |
| UP_SEQ_FEATURE                                                        | DNA-binding region:Homeobox; TALE-type                   | 5     | 0.942 | 0.001  | 495        | 6        | 5523      | 9.298           | 0.740      | 0.740     | 1.368  |
| GOTERM_BP_FAT                                                         | GO:0045665~negative regulation of neuron differentiation | 5     | 0.942 | 0.011  | 355        | 11       | 4097      | 5.246           | 1.000      | 0.986     | 16.935 |
| GOTERM_BP_FAT                                                         | GO:0050767~regulation of neurogenesis                    | 9     | 1.695 | 0.012  | 355        | 37       | 4097      | 2.807           | 1.000      | 0.975     | 18.095 |
| GOTERM_BP_FAT                                                         | GO:0051960~regulation of nervous system development      | 9     | 1.695 | 0.016  | 355        | 39       | 4097      | 2.663           | 1.000      | 0.973     | 23.966 |
| GOTERM_BP_FAT                                                         | GO:0045664~regulation of neuron differentiation          | 8     | 1.507 | 0.017  | 355        | 32       | 4097      | 2.885           | 1.000      | 0.964     | 25.038 |
| GOTERM_BP_FAT                                                         | GO:0045666~positive regulation of neuron differentiation | 4     | 0.753 | 0.017  | 355        | 7        | 4097      | 6.595           | 1.000      | 0.948     | 25.104 |
| UP_SEQ_FEATURE                                                        | chain:Iroquois-class homeodomain protein irx-3           | 3     | 0.565 | 0.023  | 495        | 3        | 5523      | 11.158          | 1.000      | 0.967     | 31.805 |
| GOTERM_BP_FAT                                                         | GO:0060284~regulation of cell development                | 9     | 1.695 | 0.025  | 355        | 42       | 4097      | 2.473           | 1.000      | 0.960     | 34.361 |
| GOTERM_BP_FAT                                                         | GO:0009954~proximal/distal pattern formation             | 3     | 0.565 | 0.147  | 355        | 8        | 4097      | 4.328           | 1.000      | 0.988     | 92.970 |

|                                                                  |                                                                 |       |       |        |            |          |           |                 |            |           |         |
|------------------------------------------------------------------|-----------------------------------------------------------------|-------|-------|--------|------------|----------|-----------|-----------------|------------|-----------|---------|
| GOTERM_BP_FAT                                                    | GO:0045596~negative regulation of cell differentiation          | 8     | 1.507 | 0.232  | 355        | 58       | 4097      | 1.592           | 1.000      | 0.993     | 98.756  |
| GOTERM_BP_FAT                                                    | GO:0051094~positive regulation of developmental process         | 7     | 1.318 | 0.527  | 355        | 67       | 4097      | 1.206           | 1.000      | 0.999     | 100.000 |
| GOTERM_BP_FAT                                                    | GO:0045597~positive regulation of cell differentiation          | 5     | 0.942 | 0.712  | 355        | 55       | 4097      | 1.049           | 1.000      | 1.000     | 100.000 |
| <b>Annotation Cluster 6 Enrichment Score: 1.4360318194371593</b> |                                                                 |       |       |        |            |          |           |                 |            |           |         |
| Category                                                         | Term                                                            | Count | %     | PValue | List Total | Pop Hits | Pop Total | Fold Enrichment | Bonferroni | Benjamini | FDR     |
| GOTERM_CC_FAT                                                    | GO:0044420~extracellular matrix part                            | 10    | 1.883 | 0.004  | 352        | 35       | 3770      | 3.060           | 0.713      | 0.340     | 4.974   |
| SP_PIR_KEYWORDS                                                  | basement membrane                                               | 4     | 0.753 | 0.105  | 498        | 13       | 5528      | 3.416           | 1.000      | 0.816     | 78.831  |
| GOTERM_CC_FAT                                                    | GO:0005604~basement membrane                                    | 5     | 0.942 | 0.125  | 352        | 21       | 3770      | 2.550           | 1.000      | 0.975     | 83.659  |
| <b>Annotation Cluster 7 Enrichment Score: 1.408056635907251</b>  |                                                                 |       |       |        |            |          |           |                 |            |           |         |
| Category                                                         | Term                                                            | Count | %     | PValue | List Total | Pop Hits | Pop Total | Fold Enrichment | Bonferroni | Benjamini | FDR     |
| SP_PIR_KEYWORDS                                                  | neuropeptide                                                    | 6     | 1.130 | 0.002  | 498        | 11       | 5528      | 6.055           | 0.501      | 0.130     | 2.331   |
| GOTERM_BP_FAT                                                    | GO:0007218~neuropeptide signaling pathway                       | 7     | 1.318 | 0.014  | 355        | 24       | 4097      | 3.366           | 1.000      | 0.973     | 20.999  |
| SP_PIR_KEYWORDS                                                  | cleavage on pair of basic residues                              | 8     | 1.507 | 0.235  | 498        | 56       | 5528      | 1.586           | 1.000      | 0.905     | 97.663  |
| GOTERM_BP_FAT                                                    | GO:0007186~G-protein coupled receptor protein signaling pathway | 12    | 2.260 | 0.420  | 355        | 116      | 4097      | 1.194           | 1.000      | 0.997     | 99.988  |
| <b>Annotation Cluster 8 Enrichment Score: 1.3402763897531442</b> |                                                                 |       |       |        |            |          |           |                 |            |           |         |
| Category                                                         | Term                                                            | Count | %     | PValue | List Total | Pop Hits | Pop Total | Fold Enrichment | Bonferroni | Benjamini | FDR     |
| GOTERM_MF_FAT                                                    | GO:0048154~S100 beta binding                                    | 4     | 0.753 | 0.006  | 357        | 5        | 4024      | 9.017           | 0.950      | 0.776     | 8.294   |
| PIR_SUPERFAMILY                                                  | PIRSF002353:S-100 protein                                       | 5     | 0.942 | 0.017  | 241        | 12       | 2710      | 4.685           | 0.978      | 0.978     | 19.463  |
| INTERPRO                                                         | IPR013787:S100/CaBP-9k-type, calcium binding, subdomain         | 5     | 0.942 | 0.023  | 469        | 13       | 5298      | 4.345           | 1.000      | 0.825     | 29.708  |
| INTERPRO                                                         | IPR001751:S100/CaBP-9k-type, calcium binding                    | 5     | 0.942 | 0.023  | 469        | 13       | 5298      | 4.345           | 1.000      | 0.825     | 29.708  |

|                 |                                              |    |       |       |     |    |      |       |       |       |        |
|-----------------|----------------------------------------------|----|-------|-------|-----|----|------|-------|-------|-------|--------|
| UP_SEQ_FEATURE  | calcium-binding region:1; low affinity       | 4  | 0.753 | 0.053 | 495 | 10 | 5523 | 4.463 | 1.000 | 0.995 | 59.965 |
| UP_SEQ_FEATURE  | calcium-binding region:2; high affinity      | 4  | 0.753 | 0.053 | 495 | 10 | 5523 | 4.463 | 1.000 | 0.995 | 59.965 |
| GOTERM_MF_FAT   | GO:0042803~protein homodimerization activity | 10 | 1.883 | 0.362 | 357 | 87 | 4024 | 1.296 | 1.000 | 0.995 | 99.846 |
| SP_PIR_KEYWORDS | brain                                        | 3  | 0.565 | 0.363 | 498 | 14 | 5528 | 2.379 | 1.000 | 0.948 | 99.819 |

# Supplementary material for: Changes in the gene expression profiles of the brains of male European eels (Anguilla anguilla) during sexual maturation
**Source:** BMC Genomics. 2014 Sep 17;15(1):799. doi: 10.1186/1471-2164-15-799
**Supplement:** Supplementary file 3 — Additional file 3: Table S3: Clusters of functionally related genes that are down-regulated in the brains of sexually mature male eels. For the clustering analysis with DAVID, only BLAST alignments with an e-value less than or equal to 0.001 were considered and a false discovery rate (q-value) of 0.05 was used. For the DAVID analysis, the standard default settings was used and only clusters with EASE scores of greater than or equal to 1.3 were considered.

**Additional file 3: Table S3. Clusters of functionally related genes that are down-regulated in the brains of sexually mature male eels.**

# Supplementary material for: Changes in the gene expression profiles of the brains of male European eels (Anguilla anguilla) during sexual maturation
**Source:** BMC Genomics. 2014 Sep 17;15(1):799. doi: 10.1186/1471-2164-15-799
**Supplement:** Supplementary file 4 — Additional file 4: Table S4: Differential gene expression results and BLASTX hits from RefSeq proteins. Complete list of significant differentially expressed genes. The transcriptome assembly contigs upon which the array probes were designed [62] are in the first column. Up-regulated genes (+) are those that were expressed in higher levels in the brains of sexually mature males and down-regulated genes (-) are those with expression levels that were lower than in the brains of immature males. A false discovery rate of 0.05 and a minimum fold change of 1.5 was used. Protein descriptions are based on BLASTX alignments to RefSeq proteins.

**Additional file 4: Table S4. Differential gene expression results and BLASTX hits from RefSeq proteins**

# Supplementary material for: Changes in the gene expression profiles of the brains of male European eels (Anguilla anguilla) during sexual maturation
**Source:** BMC Genomics. 2014 Sep 17;15(1):799. doi: 10.1186/1471-2164-15-799
**Supplement:** Supplementary file 5 — Additional file 5: Table S5: Primer sequences for qPCR. List of primer sequences used for qPCR and the expected product sizes in base pairs (bp). Primers were designed to amplify the following differentially expressed genes: galanin peptide (GALP), glutamate decarboxylase 1 (GAD1), corticotropin releasing factor binding protein (CRFBP), C-type natriuretic peptide (CNP), gamma-aminobutyric acid receptor subunit δ (GABRD), neuropeptide Y (NPY), mammalian ependymin-related protein (MERP) and the iroquois-class homeodomain protein 2 (IRX2). The TATA box binding protein (TBP) and Elongation factor 1-alpha 1 (EEF1A1) were used as controls.

**Additional file 5: Table S5. Primer sequences for qPCR.**

List of primer sequences used for qPCR and the expected product sizes in base pairs (bp).

Primers were designed to amplify the following differentially expressed genes: galanin peptide (GALP), glutamate decarboxylase 1 (GAD1), corticotropin releasing factor binding protein (CRFBP), C-type natriuretic peptide (CNP), Gamma-aminobutyric acid receptor subunit  $\delta$  (GABRD), neuropeptide Y (NPY), mammalian endymin-related protein (MERP) and the iroquois-class homeodomain protein 2 (IRX2). The TATA box binding protein (TBP) and Elongation factor 1-alpha 1 (EEF1A1) were used as controls.

How the deposited data were processed for this re-analysis (not part of the article)

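Brain RNA of European eel males was measured on 8 one-colour oligonucleotide arrays, 4 with immature pools and 4 with mature pools, and each pool held RNA from 3 males. Mature males had received 2000 IU hCG/kg each week over 140 days, and immature males the vehicle. The authors scanned the arrays with Feature Extraction, which gave for each spot a mean intensity, a local background and a background-subtracted linear intensity with low values replaced by surrogates, as well as marks for outliers and for spots well above background. They also quantile normalized the intensities between the arrays and kept them on the linear scale, with 20 values of 0 on each array. Additional file 4 gives contig, direction, fold change and protein match of the transcripts that they found to differ. Which of the sense-named and antisense-named probes reads the coding strand is not analysed here.

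For this section, the control spots were removed, and 12 spots marked as outliers were set to missing. The background-subtracted intensities of the 14913 eel probes were quantile normalized in R 4.3.3 and log2 transformed. The 10130 probes well above background on at least 4 arrays were compared between the mature and immature pools with limma 3.58.1 (lmFit and eBayes). A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. Standard errors are the moderated ones from limma. Single genes were also compared with a two-sided exact permutation test of the mean log2 value. Where no array of one group was well above background, the fold change is given as a lower bound: the values of that group were raised to the lowest normalized value well above background on the same array. Some spots above that value are still not well above background, such as IRX2 in immature pool 1 at 3.54 (log2). The bounds are therefore approximate and rest on the value chosen. No fold change is given where no array of either group, or only 1 array in all, was well above background. The replicate number is also the position of the array in its row of the slide. Deviations of pools with the same number, with the group mean removed, had correlations of 0.005, -0.033, 0.099 and 0.174. Among all pairs of an immature and a mature pool, 0.174 was the highest. The groups were compared as unpaired, so that an effect of the position is only taken out with the replicate number as a block.

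The genes named are those of Table 1, Table 2, Figure 2 and the discussion that Additional file 4 pairs with a contig, 81 in all. Named as well are the 5 called probes with the largest fitted fold change in each direction whose groups do not overlap. Where a contig has several probes, the one with the highest mean log2 value over all arrays stands for the gene. 7 named entries could not be paired with a contig. The result of 1 gene of Table 1 is not reported here. Genes within the word-list sets, such as engrailed-2, Dlx4b, transformer-2 alpha, the MHC chains and the rhodopsin-like gene, were named after their values were seen. The 10 sets (immune, homeobox and development, calcium, neuropeptide, RNA-processing, photosignal, muscle, blood, connective tissue and ribosomal protein) were defined by words in the descriptions. Gene set tests over all probes were not run, since descriptions were at hand for listed contigs only.

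The alternatives set before the data were examined were scaling to the 75th percentile, normexp background correction with an offset of 50, the values normalized by the authors, no filter on dim probes, probes well above background on all 8 arrays, no minimum fold change, SAM, probes of a contig averaged, the replicate number as a block, a ratio of arithmetic means and each pool left out. SAM was written in R from its published definition, with all relabellings of the arrays, and is not the program the authors used. 3 alternatives were added after the data were examined: scaling to the spike-in controls, SAM on the unlogged values normalized by the authors, and SAM on their log2 values. 4 further SAM settings were tried for their counts alone. The model was fitted to all 35 splits of the arrays into 4 and 4. On simulated data with 200 changed probes among 10130, limma called 159 of the changed probes and 11 unchanged ones, and SAM called 160 and 10. With no change, each called 1 probe. The simulated errors were drawn independently for each probe, and all simulated changes lay above the minimum fold change. Real pools deviated together over many probes, so that these rates need not hold for the arrays. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The qPCR measurements, the BLAST searches and the annotation clusters were not analysed here.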

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

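The tests of the spike-in controls, the position of the pools, the mixture and the other splits of the arrays were chosen after the results were seen, and those of the word-list sets before.

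In 14 of 194 groups of 4 pools, 1 pool lay far from the other 3. Chance does this in about 1 in 20 groups, so that most of these cases need no further explanation. Immature pool 1 was the distant one in 6 of the 14. It lay above the others for GAD1 (1.69 against 1.31 to 1.37, log2), neuropeptide B (2.84 against 1.32 to 1.35), ZIC1 (8.87 against 8.38 to 8.43), the extracellular calcium sensing receptor-like gene (1.76 against 1.40 to 1.43) and the relaxin-3-like probe (1.38 against 1.32 to 1.33), and below them for GAS1 (4.02 against 4.45 to 4.47). For all of these except ZIC1 and GAS1, the immature arrays were not well above background. In 5 of the 6, immature pool 1 was on the side of the mature pools, the exception being GAS1. Among the probes called without it, this pool lay 50.8% of the way from the other immature pools to the mature pools (42.0% for higher and 72.0% for lower probes), further than any other pool. A complete exchange of the label would have put it with the mature pools. RNA of mature males mixed into this pool would place higher and lower probes by one share, whereas on the linear scale the higher probes needed 32.8% (30.6% to 37.1% with each other pool left out of the means) and the lower ones 84.3% (81.1% to 86.6%). The difference of 51.5% was 22.1% with scaling to the spike-in controls. The ranges of the higher and lower probes did not overlap under any of the 3 scalings tried or without scaling. The same held for mature pool 4, so that separate ranges do not single out immature pool 1. With quantile normalization the differences of the other pools lay between -19.3% and 26.9%, which argues against such a mixture as the whole cause. With spike-in scaling the test cannot decide, since immature pool 4 reached 100.3% and mature pool 4 -100.6%. A smaller mixture with something else, a pool in which some males had begun to mature, and another difference between the males of this pool remain open. Galanin was at 10.01 in this pool, the lowest of the immature pools, so that not every gene lay towards the mature pools. The stage of single males was not analysed here.

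The sense-named probe of GABRD was at 6.34 in immature pool 3 and between 7.97 and 8.03 in the other immature pools. Without immature replicate 3 its log2 fold change was -0.78, against -0.36 with all pools, so that its direction did not rest on this pool. A technical cause in a single spot and a biological one in that pool remain open. MERP was at 3.10 in immature pool 2 (3.87 to 3.97 in the others), and its log2 fold change was 0.51 without immature replicate 2. HMX2 was at 2.14 in immature pool 2 (2.90 to 3.02 in the others), and its log2 fold change was 1.83 without it. The antisense-named probe of IFITM5 was at 2.18 in immature pool 4 (3.91 to 4.19 in the others) and was not tested.

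In the mature pools, protachykinin-1 was at 7.92 in pool 3 (8.67 to 8.78 in the others) and HES-5 at 5.20 in pool 3 (5.63 to 5.69 in the others). Their log2 fold changes without mature replicate 3 were 1.44 and 1.45. The Oreochromis-described mGluR5 probe was at 5.90 in mature pool 1 (6.49 to 6.50 in the others), and its log2 fold change was -0.61 without it. ATF-3 was at 2.34 in mature pool 4 (1.13 to 1.16 in the others), where no array was well above background. No biological explanation was tested for these single values.

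The called probes with the largest fitted changes are not discussed in the paper. By fitted log2 fold change, relaxin-3-like (4.99, at least 9.60-fold) and cytochrome c oxidase subunit 8A-like (4.63, at least 9.93-fold) contigs had the largest increases. Next came parvalbumin isoform 1b with 2 contigs (4.34 and 3.97, at least 6.29-fold and 5.57-fold) and GS homeobox 1 (3.92). The probes of the 2 parvalbumin contigs overlap almost entirely in sequence and are not independent. The first 4 were well above background on all 4 mature and no immature arrays and were called with every pool left out in turn. Their bounds leave the order open. DIO3b (10.0-fold), seen in both groups, lay above all 4 bounds, and galanin (9.26-fold) above those of parvalbumin. GS homeobox 1 was well above background on 2 of the 4 immature arrays and had an adjusted p of 0.0717 without mature pool 2. Among the probes seen in both groups, the largest decreases were those of a T-cell receptor beta chain-like contig (-3.06), a CD209 antigen-like contig (-3.06) and a contig without a description (-2.93, adjusted p = 0.0851 without mature pool 1). 2 further contigs without a description were well above background on no mature array, so that only bounds hold: at least 5.09-fold and 2.82-fold lower (fitted values -3.26 and -3.20). Without mature pool 2 their adjusted p was 0.0809 and 0.0521. Only 1 of 35 splits of the arrays, the real one, called as many probes, which argues against chance for the calls as a whole. It does not exclude chance, since 1 of 35 is the lowest share that the splits can give. The spike-in controls differed between the groups with an SD of 0.0509 (log2) over the 7 controls before normalization. After quantile normalization they differed by -0.42 to 0.01 (mean -0.25, SD 0.148), against a log2 minimum fold of 0.585. With the unequal part of this difference taken off at the intensity of each probe, 778 of the 836 called probes kept a fold change of 1.5, which argues against an unequal difference over the range of intensities as the cause of the calls as a whole. With the whole difference taken off, all 531 higher but only 147 of the 305 lower probes kept it, so that for many of the lower calls an effect of the normalization stays open. Parvalbumin is also abundant in muscle. The 6 muscle probes compared did not deviate together within the groups (mean correlation at the 26.7th percentile of random lists). The tested probes of troponin T3b and myosin-4 were called lower. These values gave no sign of muscle carried over into single pools. They cannot exclude it, since probes well above background in only 1 pool were not tested. Muscle carried over into single pools or evenly into all mature pools, a local difference between the 2 parts of the slide, and an effect of maturation or of hCG itself remain open.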

How the results depend on the processing

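SAM on log2 or unlogged values normalized by the authors and scaling to the spike-in controls were chosen after the results were seen; the other alternatives were set before. A block for the slide or the scan could not be fitted, since all arrays were on 1 slide and in 1 scan.

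The count of 836 called probes (531 higher, 305 lower) changed with the test, the background correction and the pools. SAM called 1701 (956, 745), normexp background correction 276 (185, 91), the replicate block 176 (123, 53), scaling to the spike-in controls 467 (69 lower) and SAM on log2 values of every probe 1590 (956, 634). SAM on the unlogged values called 831 higher. Scaling to the 75th percentile gave 476 lower and no filter on dim probes 191 lower. With single pools left out, the count ranged from 123 to 1517 (100 to 831 higher, 23 to 686 lower). Of the 836 calls, 780 were kept without immature replicate 1 and 122 without mature replicate 2. Each such fit has fewer arrays. With the other alternatives the count lay between 598 and 1154.

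The share of higher probes depends on the scaling. Scaling to the spike-in controls moved the median tested probe by 0.28 (log2), and 85.2% of the calls were higher. With the 75th percentile it was 46.6%. A change relative to the median probe is what quantile normalization measures.

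The number of listed contigs recovered, 777, was 1189 by SAM, 274 by normexp, 162 with the block, 418 by spike-in scaling and 1386 by SAM on log2 values of every probe, and from 122 to 940 with single pools left out. The mean log2 fold change of the qPCR genes, 1.53, was 1.39 with the 75th percentile, 0.62 by normexp, which adds an offset, 1.19 over the 4 genes well above background on all 8 arrays and 1.73 by spike-in scaling. It stayed between 1.42 and 1.63 with single pools left out.

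For the word-list sets, the direction of most tested probes was the same under quantile normalization, the 75th percentile, normexp, the authors' values and spike-in scaling, except in the ribosomal protein set, where 13 had a lower mean and 16 a higher one by spike-in scaling. The immune count of 20 lower was 9 by normexp, 9 with no filter, 9 with the block, 9 by spike-in scaling, 31 by SAM and 40 by SAM on log2 values of every probe (3 to 27 with single pools left out). The homeobox count of 10 higher was 4 by normexp, 17 by SAM, 16 by SAM on unlogged values and 18 by SAM on log2 values of every probe (5 to 13). The calcium count of 12 was 3 with the block and 26 and 27 by SAM on unlogged and log2 values of every probe (2 to 12). The neuropeptide count of 17 was 11 by normexp and 10 with the block (7 to 16). The RNA-processing count of 4 lower was 2 by normexp, 1 with no filter, 0 with the block and 0 by spike-in scaling (0 to 4). The photosignal count of 7 was 4 by normexp and 12 and 14 by SAM on unlogged and log2 values of every probe (5 to 10). The muscle count of 3 was 0 by normexp, 0 with the block, 6 by SAM, and 12 and 14 by SAM on unlogged and log2 values of every probe (0 to 5). The blood count of 2 was 1 with the 75th percentile, 0 with no filter, 0 with the block, 1 by spike-in scaling, 4 by SAM and 4 by SAM on log2 values of every probe (0 to 4). The connective tissue count of 13 was 0 with the block (1 to 14). The ribosomal protein count of 17 was 6 by normexp, 6 with the block, 7 by spike-in scaling and 29 by SAM on log2 values of every probe (2 to 22). The cause was not tested, except that the filters change how many probes are tested.

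None of the named genes and probes reversed past the threshold. With the 75th percentile 5 were no longer called and 1 was newly called, with normexp 32 and 0, with the block 31 and 0, with SAM 0 and 18, by spike-in scaling 15 and 4, and without mature replicate 2 35 and 0. Dim signals limit the tests: 10130 of 14913 probes were tested, and 259 of the 1514 listed probes were not.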

Differences from the paper's values

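SAM on log2 or unlogged values normalized by the authors, the spike-in scaling and 4 further SAM settings were chosen after the values were seen; the other settings were set before the data were examined.

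The paper's count of differentially expressed genes is 1497, and 829 contigs were called here. Of the alternatives set before the data were examined, SAM (1682) and leaving out immature replicate 1 (1504) were within 1.5 times the paper's value, and scaling to the 75th percentile, normexp, the authors' values, no filter, all 8 arrays, no minimum fold change, averaged probes, the block, arithmetic means and leaving out any other pool were not. The paper's count of 991 higher stands against 528 here, and SAM (947) and leaving out immature replicate 1 (825) came within 1.5 times, unlike the others. The paper's count of 506 lower stands against 301 here. SAM (737), leaving out immature replicate 1 (680), the 75th percentile (471) and no minimum fold change (370) came within 1.5 times, unlike the others. Settings chosen after the values were seen also came within 1.5 times the paper's total: SAM on unlogged values of every probe with a fudge factor of 0 (1142 contigs), SAM on log2 values of every probe (1570), SAM on log2 values of the probes well above background on at least 4 arrays (1641), SAM on log2 values plus 1 (1572), SAM on unlogged values with an estimated fudge factor (1170) and SAM on unlogged values normalized here from the scanner intensities (1035). The fudge factor of 0 was picked from 6 tried because it returned most of the listed probes.

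For calcium binding protein 4, the paper's fold change in Additional file 4 is 2.032 and the value here is 1.15, with no filter on dim probes as well, the only alternative set before the data were examined that tests it. Table 1 of the paper gives 1.52 for this gene and 2.03 for GAS1, whereas Additional file 4 gives 2.032 and 1.516, the other way round. For the second HMX2 contig, the paper's fold change is 2.002 and the value here is 3.02. The 75th percentile, the authors' values, arithmetic means and leaving out immature replicate 2 or 3 or mature replicate 1 or 3 came within the limits, and normexp, no filter, all 8 arrays, no minimum fold change, SAM, averaged probes, the block and leaving out any other pool did not. For GABRD, the paper's fold change is 1.604, and the sense-named probe gave 0.777. Averaging the probes of the contig came within the limits, unlike the other alternatives. The antisense-named probe gave 1.59. For IRX2 and STC1 the paper's fold changes, 4.63 and 2.57, are below the bounds found here, 6.77 and 2.70.

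The paper lists all genes of Table 1 and Table 2 as differing. Of the 81 named genes paired with a contig, 37 were not called here (36 with the antisense-named probe of GABRD), 15 of them because too few arrays were well above background. 34 of the 37 were called under some other setting: 18 by SAM, 6 without immature replicate 1, 5 with no filter on dim probes, and, among the settings chosen after the values were seen, 21 by SAM on unlogged values and 32 by SAM on log2 values of every probe. Called under no setting run here were CABP4, ZIC1 and the sense-named probe of GABRD. CRFBP (adjusted p = 0.109), MERP (0.0917), PDE6G (0.0654) and the IRX5 contig of smaller change (0.101) were called by SAM. GAD1, the extracellular calcium sensing receptor-like gene and GPR125 were called by SAM on log2 values of every probe, and GPR148 also by SAM on unlogged values. The paper describes calmodulin as higher, and Table 1 also lists a calmodulin as lower, whose log2 fold change here was -0.62 (adjusted p = 0.0713).

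For the differing qPCR pattern of NPY, GAD1 and GABRD the paper names 2 options, low expression or alternative transcripts that the methods detect differently, and investigated neither. Among these genes, the probes of NPY and GABRD were well above background on 8 arrays and that of GAD1 on 0.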

Other observations

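The tests of the spike-in controls, the position of the pools, the other splits and the ranking of the listed probes were chosen after the results were seen; those of the word-list sets, of the background of the qPCR genes and of the correlation of paired probes were chosen before, and the tests of the difference between paired probes and of their overlap after. The limits that decide some of them (how far a pool has to lie, how many probe pairs must share a sign, how low a probe counts as dim, and how muscle probes with opposite directions count) were set after the values were seen.

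The list of Additional file 4 is longer than the calls made here. A candidate explanation is a test on unlogged intensities. Ranked by the unlogged statistic with a fudge factor of 0, the values normalized by the authors returned 1513 of the 1514 listed probes. With fudge factors at the 2nd, 5th, 10th, 20th and 50th percentile it returned 1505, 1481, 1446, 1364 and 1141, and the log2 statistic returned from 1298 to 1406 over the same 6 choices. The best of 12 rankings is given first, and it was found by looking at the same list, so that it remains a hypothesis about how the list was made. The methods do not state the scale.

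Before scaling, the median tested eel probe was brighter in the mature pools (log2 7.47 ± 0.08 against 7.14 ± 0.24, SD, n = 4; exact two-sided permutation test, p = 0.0571). The spike-in controls differed by 0.02 on average (exact two-sided permutation test, p = 1). The difference of eel probes over spike-in controls was 0.31 (exact two-sided permutation test, p = 0.171), and the SD of the spike-in controls between arrays was 0.46 and 0.36 in the 2 groups. The permutation test ignores the position of the arrays in their row of the slide. The spike-in means were 9.83, 9.86, 10.63 and 10.65 at the positions of the immature pools and 10.01, 10.00, 10.28 and 10.77 at those of the mature pools. At each position, eel probes over spike-in controls were higher in the mature pool. An effect of scanning or hybridization and a larger amount of RNA per array cannot be told apart here. With 4 arrays per group the unpaired test is weak for spike-in values that spread this much, and no test by position was run.

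Within the groups, the immune probes deviated together from pool to pool more than 99.9% of random lists of listed probes, and mostly through immature pool 1, whose mean deviation was -0.63. The 4 hemoglobin and globin probes of the blood list did so more than any of 10000 random lists (100%; mean correlation 0.97), and the connective tissue probes more than 99.8%, with mature pool 4 at a mean deviation of 0.50. Pools that differ in blood, in meninges or in infection may account for part of these differences. Genes under a common control would deviate together too, so that a change in the brain cells stays open. Probes of contigs that share a description, such as most of the globin probes, may read the same gene and would also deviate together. The photosignal probes were at the 54.9th percentile. Most of the called ones are retinol-binding proteins, and the list holds few tested photoreceptor genes, so that retina carried over and a change in the brain cannot be told apart from this list. Of the ribosomal protein probes, 7 were called higher and 10 lower. With scaling to the spike-in controls these counts were 6 and 1.

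For low signal as an explanation of the differing qPCR pattern, NPY (8 arrays well above background, at the 50.5th percentile of the tested probes by its mean) argues against it on the arrays, and GAD1 (0 arrays) is in line with it. For GABRD it stays open: both probes were well above background on 8 arrays, but the antisense-named one, which was called, was at the 18.4th percentile. The level in the qPCR was not analysed here.

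Of 1390 contigs with a sense-named and an antisense-named probe, 494 had both well above background on all 8 arrays. The median correlation of the deviations of the 2 probes was 0.22 within the groups, above the highest value of 1000 shuffles (0.126). The signs of the log2 fold changes were the same in 268 of the 494 pairs (54.3%), and in 36 of the 53 pairs with a called probe. Both probes were called for 7 of the 1390 contigs, each time in the same direction. The change between the groups differed between the 2 probes with p under 0.05 (limma on their difference) in 148 of the 494 pairs. In the 34 other splits of the arrays this was so for at most 105. With an adjusted p under 0.05 there were 11 such pairs, 9 of them with opposite signs. Of the 148 pairs, 109 had opposite signs, which choosing pairs by a large difference favours in itself. These values argue against both probes reading the same transcript in all pairs. In 135 of the 1390 contigs, GABRD among them, the sequences of the 2 probes overlap by at least 15 bases on opposite strands, so that they cannot bind the same labelled strand. These include 66 of the 494 pairs and 2 of the 7. Whether both strands of one transcript were labelled was not tested and stays open for them, and for pairs without such an overlap it stays open whether single pairs read the same transcript. One contig is listed in both directions in Additional file 4. Its probes had log2 fold changes of 0.97 and -0.87 (adjusted p = 0.0548 and 0.0573), and neither was called.

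Besides the place on the slide, the groups differ in hCG itself and in the water unit, since by the methods the treated males were kept in one recirculation unit. An effect of hCG on the brain, an effect of the unit and an effect of maturation were not separated by this design, and no test of them was run.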
